# Emergence and disruption of cooperativity in a denitrifying microbial community

**DOI:** 10.1093/ismejo/wraf093

**Published:** 2025-05-11

**Authors:** Alex V Carr, Anne E Otwell, Kristopher A Hunt, Yan Chen, James Wilson, José P Faria, Filipe Liu, Janaka N Edirisinghe, Jacob J Valenzuela, Serdar Turkarslan, Lauren M Lui, Torben N Nielsen, Adam P Arkin, Christopher S Henry, Christopher J Petzold, David A Stahl, Nitin S Baliga

**Keywords:** denitrification, nitrous oxide, nitrite, systems biology, synthetic community, pathway partitioning, kinetic modeling, metabolic modeling

## Abstract

Anthropogenic perturbations to the nitrogen cycle, primarily through use of synthetic fertilizers, is driving an unprecedented increase in the emission of nitrous oxide (N_2_O), a potent greenhouse gas and an ozone depleting substance, causing urgency in identifying the sources and sinks of N_2_O. Microbial denitrification is a primary contributor to biotic production of N_2_O in anoxic regions of soil, marine systems, and wastewater treatment facilities. Here, through comprehensive genome analysis, we show that pathway partitioning is a ubiquitous mechanism of complete denitrification within microbial communities. We have investigated mechanisms and consequences of process partitioning of denitrification through detailed physiological characterization and kinetic modeling of a synthetic community of *Rhodanobacter thiooxydans* FW510-R12 and *Acidovorax* sp. GW101-3H11. We have discovered that these two bacterial isolates, from a heavily nitrate (NO_3_^−^) contaminated superfund site, complete denitrification through the exchange of nitrite (NO_2_^−^) and nitric oxide (NO). The process partitioning of denitrification and other processes, including amino acid metabolism, contribute to increased cooperativity within this denitrifying community. We demonstrate that certain contexts, such as high NO_3_^−^, cause unbalanced growth of community members, due to differences in their substrate utilization kinetics. The altered growth characteristics of community members drives accumulation of toxic NO_2_^−^, which disrupts denitrification causing N_2_O off gassing.

## Introduction

Since the development of the Haber-Bosch process, there has been an exponential increase in the global deposition of fixed nitrogen (N). This has largely resulted from the use of synthetic fertilizers [1]. Meeting the demands of a growing global population has contributed to a nearly three-fold increase in global synthetic N fertilizer use from 1980 to 2020 [2]. Recent estimates suggest anthropogenic contributions account for about half of reactive N flux on Earth [3, 4]. As a result, the global N cycle has become increasingly perturbed, contributing to eutrophication of terrestrial and aquatic systems, global acidification, increasing atmospheric nitrous oxide (N_2_O) and stratospheric ozone loss [1]. The microbial processes of nitrification and denitrification are responsible for the bulk of N_2_O emissions in agricultural systems and wastewater treatment [4–6]. Thus, understanding how microbial processes, interactions, and environmental factors such as pH, substrate type and substrate availability influence the fate of N compounds, and the production of N_2_O in particular, is essential for developing a predictive understanding of the fate of different N species in natural and engineered systems [7–10].

Denitrification is the major biological process that returns fixed N back to the atmosphere through reduction of N-oxides nitrate (NO_3_^−^) and nitrite (NO_2_^−^) to gaseous compounds nitric oxide (NO), N_2_O, and dinitrogen (N_2_). Therefore, it comprises a critical step in the global N cycle. Denitrification is also an anaerobic process, which provides an alternative means of generating energy when oxygen (O_2_) is not available. In complete denitrification, microorganisms reduce NO_3_^−^ to N_2_ in a series of four reductive, energy-conserving steps. First, NO_3_^−^ is reduced to NO_2_^−^ by one of two dissimilatory nitrate reductases—the membrane-bound Nar complex or the periplasmic nitrate reductase, Nap. NO_2_^−^ is then reduced to NO by one of two structurally unrelated nitrite reductases that contain different prosthetic groups—the copper-containing NirK or the cytochrome cd1 NirS [11]. NO is then reduced to N_2_O by the nitric oxide reductase (NorB), and finally N_2_O is reduced to N_2_ by the nitrous oxide reductase (NosZ), of which two distinct clades have been identified [11, 12]. While a wide range of factors can influence the production of N_2_O in environments where denitrifiers are active, N_2_O emissions from agricultural soils are often driven by high concentrations of N-oxides, low levels of O_2_, low pH, and moderately high temperatures [13].

Most studies have only examined complete denitrifiers [14, 15] in monoculture to study this respiratory process (enzymology, kinetics, and regulation). However, ongoing genomic and metagenomic characterization of isolates and natural communities has revealed, that the genomes of most organisms that encode denitrification enzymes lack the complete pathway [16]. More commonly, the microbial communities in soil that drive denitrification are composed of a complex mixture of species that individually encode partial (rather than complete) denitrification pathways [17–20]. The environmental significance of organismal patchiness of genes in the pathway for denitrification is mostly unexplored but may be associated with increased efficiency and resiliency of denitrifying communities. Recent work has shown that pathway partitioning can decrease inter-enzyme competition within individual microbes and reduce the accumulation of toxic intermediates like NO_2_^−^ through their exchange, thus providing a potential selection mechanism for pathway partitioning in denitrifying communities [21]. However, understanding how this generalizes when multiple soluble N intermediates (i.e. NO_2_^−^, NO, N_2_O) are exchanged as well as how the environment selects for natural communities with specific partial pathway combinations remains unexplored. Additionally, because many soil and groundwater dwelling organisms are facultative anaerobes, the ability of these organisms to leverage multiple pathways and substrates for respiration may also contribute to denitrification pathway patchiness.

Here, we have investigated the role of pathway partitioning in a synthetic community (SynCom) composed of two isolates recovered from the same field site location at the Oak Ridge Reservation (ORR) (https://enigma.lbl.gov) [22] and representative of naturally occurring populations capable of exchange of pathway intermediates. This two-organism SynCom served as a model for examining the roles of biotic and abiotic factors controlling N_2_O emissions in the low-oxygen and anaerobic zones of the subsurface environment of the ORR, which have high concentrations of NO_3_^−^ due to past nuclear waste disposal and evidence of high levels of denitrification activity [22, 23]. Using this SynCom as a model system, we have discovered how process partitioning of denitrification and exchange of multiple N intermediates improved community growth characteristics via changes in pathway kinetics (e.g. increased rate of NO_3_^−^ reduction, removal of NO_2_^−^, and exchange of N_2_O). We also show the importance of community composition in determining the physiology and growth dynamics of each species and how changes in environmental conditions can break the collaboration between the two members, leading to N_2_O emissions.

## Materials and methods

### ORR and Integrated Microbial Genomes & Microbiomes isolate denitrification pathway composition analysis

Annotated ORR isolate genomes were obtained from Knowledgebase (KBase) (https://narrative.kbase.us/narrative/55476). Additional soil isolate genomes were obtained from the Joint Genome Institute’s (JGI’s) Integrated Microbial Genomes & Microbiomes (IMG) database were. The presence of the denitrification genes Nar/Nap, Nir, Nor, and Nos were characterized using KEGG (Kyoto Encyclopedia of Genes and Genomes) Orthology (KO) terms. Isolates with one or more denitrification genes were considered across both datasets. Denitrification pathway composition of the isolates was tabulated using gene presence/absence.

### ORR groundwater genus abundance and chemistry analysis

Groundwater OTU abundance, taxonomy, and chemical data were obtained from Smith et al. 2015 [22]. An OTU at a genus level was marked “present” or “absent” depending on whether log_10_ transformed relative abundance value was greater or less than a value of −6, respectively. The threshold of “-6” was selected because it separated peaks in the bimodal distribution of log_10_ relative abundances of all genera. Similarly, chemical concentrations were converted to mM and log_10_ transformed where appropriate. Statistical analyses, including linear regression, and significance testing, were performed using tools from the Python Scikit-Learn, SciPy, and NumPy packages [24–26]. Linear regression was performed using the SciPy function *linregress* and visualized with the Seaborn *regplot* function. Significance testing was assessed using the Scipy implementation of Welch’s t-test, *ttest_ind*, with the argument *equal_var = False*.

### Isolate and SynCom and metabolic models

The genome-scale metabolic models (GEMs) used in this study were reconstructed using the ModelSEED v2 [27] app in Department of Energy (DOE) Systems Biology KBase [28]. Flux balance analysis (FBA) [29] was used to perform growth simulations for individual models for R12 and 3H11 and species interactions in the SynCom. The biomass objective function of the individual models was adjusted as needed to represent the abundance of each organism in the SynCom. When simulating community interactions, we limited the exchange of compounds between organisms to the compounds present in the *in silico* growth media.

### Strains and medium preparation

*Rhodanobacter thiooxydans* FW510-R12 (R12) and *Acidovorax* sp. GW101-3H11 (3H11) were both isolated from contaminated wells at the Oak Ridge Integrated Field Research Center (ORR) as reported in Hemme et al. 2016 and Price et al. 2018, respectively [30, 31]. NO_3_^−^ reduction growth studies were performed in Balch tubes (10-ml culture volume) at 30°C in a defined minimal medium as described previously containing 20 mM sodium acetate and 10 mM sodium NO_3_^−^ at pH 7.2 with a 80:20 N_2_-CO_2_ headspace [10]. A small amount of yeast extract (0.1 g/L) was added to the medium before autoclaving to support growth of 3H11 and R12. For experiments that characterized growth on variable amounts of NO_3_, NO_2_^−^, and N_2_O media was first prepared in serum bottles. Vitamin and phosphate solutions were added to serum bottle media and then aliquoted into N_2_-CO_2_ flushed and pressurized Balch tubes (10 ml each, ~1 psi overpressure). For experiments characterizing growth of 3H11 on N_2_O, injections of pure N_2_O (0–2.59 ml at 14.5 psi overpressure) into Balch tubes were performed to achieve desired concentrations (0–20 mM).

### Preparation of R12 and 3H11 co-cultures and pure cultures

From freezer stocks, cells were plated on R2A agar and incubated at 30°C. Following growth of isolated colonies, colonies were picked and used for inoculation of R2A liquid medium cultures. Liquid R2A cultures were incubated at 30°C with shaking at 100 rpm. Following overnight growth, optical density at 600 nm (OD600) was measured and cell density was normalized to using R2A liquid medium if necessary. With starting cultures at ~0.5 OD600 units, 100 μl of *R. thiooxydans* FW510-R12 (R12) and 100 μl of *Acidovorax* sp. GW101-3H11 (3H11) were inoculated into a NO_3_^−^ reduction medium to establish co-cultures. For pure cultures 200 μl of either strain was utilized to normalize starting cell densities. Initial cell densities were normalized to ∼0.01 OD600 units across all experiments and conditions. For experiments in which inoculum ratios were varied (Fig. 4), total biomass was held constant and isolate ratios were varied volumetrically. Biological replicates varied from 3–8 across experiments. For all experiments cell concentration was monitored in Balch tubes with periodic measurements of the optical density. Initial experiments (Figs. 1E, 2C, and 3A) measured optical density 1–3 times daily using a Spectronic 200 spectrophotometer (Thermo Fisher). Later experiments (Figs. 2A, 4, and 5) leverage an automated OD600 measurement with shaking at 100 rpm previously described [32]. In this context, measurements were taken every 5–30 minutes and instrument voltage was converted to OD600 by calibration. Sample OD600 was measured before and after each experiment to calibrate individual sample voltage ranges.

### Measurement of N species

NO_3_, NO_2_^−^, and acetate concentrations were analyzed using the ion-chromatography Dionex ICS-5000 system with the IonPac ICE-AS6 column (Thermo Fisher). Medium N_2_O concentration was quantified by sampling 200 μl medium into GC vials containing 200 μl 8% PFA in 1x PBS (to achieve a final concentration of 4% PFA). Vials were allowed to equilibrate and headspace N_2_O was measured using a Shimadzu GC-2014 with an AOC-6000 autosampler. Vials were equilibrated for 60 seconds in a 35°C oven with shaking, and then a 1000 μl sample was aspirated from the headspace of the vial with a syringe preheated to 100°C. Run conditions were as follows: inlet temperature 325°C, oven temperature 80°C, column flow rate 20 ml/min, TCD temperature: 150°C, current: 80 mA, ECD temperature: 325°C, current: 2 nA, run time: 20 minutes, carrier gas: argon, makeup gas: N. GC vial headspace N_2_O ppm values were converted to culture vessel liquid N_2_O concentration (mM) using Henry’s law. Total culture vessel N_2_O concentration reported was obtained using mass balance and assuming equilibrium.

### Monoculture and SynCom kinetic models

Kinetic models were developed using a modified Monod framework by integrating Logistic representation of carrying capacity into equations describing growth kinetics as a function of metabolite concentrations [33]. Equations in the model were of the form $\frac{1}{X}\frac{dX}{dt}=\mu ={\mu}_m\left(\frac{S}{S+{K}_m}\right)\left(1-\frac{X}{X_m}\right)$, where $X$ is cell population size, $S$ is substrate concentration, ${K}_m$ and ${\mu}_m$ are substrate specific Monod kinetic parameters, and ${X}_m$ is cell specific capacity. Substrate specific rates were assumed to be additive (e.g. ${\mu}_{R12}={\mu}_{NO3}+{\mu}_{NO2}+{\mu}_{NO}$). Equations were parameterized using maximum growth rates as a function of substrate, half velocity constants, and carrying capacities extracted from species specific growth data using Logistic and Monod fits. To represent carrying capacity as a function of substrate concentration, linear models were developed to capture relationships between NO_3_^−^, NO_2_^−^, N_2_O concentration and maximum OD600. Carrying capacity models were of the form ${OD}_{R12}={\beta}_{NO3}{X}_{NO3}+{\beta}_{NO2}{X}_{NO2}$ and ${OD}_{3H11}={\beta}_{NO3}{X}_{NO3}+{\beta}_{NO2}{X}_{NO2}+{\beta}_{N2O}{X}_{N2O}$ for R12 and 3H11 respectively. Linear model parameters were estimated by ordinary least squares (OLS) fit of monoculture maximum OD600 and initial substrate concentration data. Kinetic model simulations were performed using the python package Tellurium [34]. Statistical analyses, including linear regression, and significance testing, were performed using tools from the python Scikit-Learn, SciPy, and NumPy packages [24–26]. Linear regression was performed using the SciPy function *linregress* and visualized with the Seaborn *regplot* function. Significance testing was assessed using the Scipy implementation of Welch’s t-test, *ttest_ind*, with the argument *equal_var = False*.

### Transcriptomics profiling and analysis

#### Sample collection and sequencing

R12-3H11 co-cultures and pure cultures were harvested for transcriptome profiling in biological triplicates across time points (Fig. 3). Each sample was collected by sacrificing the entire culture. Thus, every sample across time points and conditions represents an independent biological replicate. For 3H11 monoculture samples, 6 independent cultures were sampled across two time points. For R12 and SynCom 12 independent cultures were sampled across 4 time points each. Cell pellets were harvested by centrifugation at 4000 × g and flash frozen in liquid N_2_. Total RNA was extracted using the MasterPure Complete DNA and RNA Purification Kit from Epicentre. All samples were treated with Invitrogen TURBO DNA-Free kit to remove DNA contamination. The Stranded Total RNA Prep Ligation with Ribo-Zero Plus (Illumina) was used for rRNA depletion and library preparation. Sequencing was performed using the NextSeq 500 platform (2 by 75 bp, Illumina) with 10 to 15 million reads per sample.

#### Read processing

RNA sequencing reads were analyzed with FastQC according to Illumina’s default quality filtering process and then trimmed using base quality scores by Trimmomatic [35, 36]. A quality score of 20 was used for read trimming and quality filtering. The abundance of 3H11 and R12 specific transcripts were quantified using the concatenated genomes of *R. thiooxydans* FW510-R12 (NCBI BioProject PRJNA255897) and *Acidovorax* sp. GW101-3H11 (NCBI BioProject PRJNA314893) and Kallisto [37].

#### Differential expression analysis, clustering, and functional enrichment

Normalized expression data and differentially expressed genes (DEGs) were obtained from DESeq2 [38] using pairwise comparisons of growth phase matched monoculture and SynCom transcriptomes. Genes were reported as dysregulated if the log2 fold change magnitude ≥2 and significant (*P* < .05 and Benjamini-Hochberg false discovery rate *q* < 0.01). DEGs were clustered using the scikit-learn implementation of the k-means algorithm [24]. Statistical analyses, including principal-component analysis (PCA), significance testing, and functional enrichment were performed using tools from the Python Scikit-learn, SciPy, and NumPy packages [24–26]. The significance of KEGG subpathway term enrichment among k-means clusters was assessed by comparing term frequencies within each cluster to their frequencies in the genome using the Scipy implementation of the hypergeometric test, *hypergeom* [39]. Significantly enriched terms (*P* < .05 and Benjamini-Hochberg false-discovery rate *q* < 0.01) were reported [40]. KEGG pathway level expression comparisons were assessed using DESeq2 normalized gene expression Z-scores and the Scipy implementation of Welch’s t-test, *ttest_ind*, with the argument *equal_var = False*.

### Monoculture and SynCom genome scale metabolic models

The GEMs used in this study were reconstructed using the ModelSEED v2 [27] app in The DOE Systems Biology KBase [28]. Flux balance analysis (FBA) [29] was used to perform growth simulations for individual models for R12 and 3H11 and species interactions in the SynCom using the Python COBRApy suite of tools [41]. The biomass objective function of the individual models was adjusted as needed to represent the abundance of each organism in the SynCom. When simulating community interactions, we limited the exchange of compounds between organisms to the compounds present in the *in silico* growth media and metabolites with a predicted transporter. Denitrification pathway reactions were curated manually to fit experimental observations. PSORTb 3.0.3 [42] was used to determine subcellular localization of proteins. Quinone was used as the electron carrier for membrane bound predicted proteins NarG/NorB, although Azurin was used for NirK/NosZ which was predicted to be periplasmic. Proton translocation of NarG was removed from R12 since experimental observations showed that growth rates remain identical on NO_3_^−^ and NO_2_^−^. For each time point interval independent model simulations were made. Model growth rate was calculated based on the change of OD600 over time and acetate, NO_3_^−^ and NO_2_^−^ maximum uptake rates were determined by the change of concentration over time. Model objective was set to maximize ATP production. The metabolic model reconstruction process alongside the final version of the metabolic models is available through KBase (https://narrative.kbase.us/narrative/187778). Detailed data on the simulations performed with the models is available on Github (https://github.com/baliga-lab/3H11_R12_SynCom).

### Proteomics profiling and analysis

#### Sample collection and peptide quantification

R12-3H11 co-cultures and pure cultures were harvested prior to inoculation and at the end of growth (stationary phase) for proteomics profiling using 8 biological replicates (Fig. 4, S4). Cell pellets were harvested by centrifugation at 4000 × g and flash frozen in liquid N_2_ and stored at −80°C until further processing. Protein was extracted from cell pellets and tryptic peptides were prepared by following an established proteomic sample preparation protocol [43]. Briefly, cell pellets were resuspended in Qiagen P2 Lysis Buffer (Qiagen, Germany) to promote cell lysis. Proteins were precipitated with addition of 1 mM NaCl and 4 × vol acetone, followed by two additional washes with 80% acetone in water. The recovered protein pellet was homogenized by mixing with 100 mM ammonium bicarbonate in 20% methanol. Protein concentration was determined by the DC protein assay (BioRad, USA). Protein reduction was accomplished using 5 mM tris Tris(2-carboxyethyl)phosphine (TCEP) for 30 min at room temperature, and alkylation was performed with 10 mM iodoacetamide (IAM; final concentration) for 30 min at room temperature in the dark. Overnight digestion with trypsin was accomplished with a 1:50 trypsin:total protein ratio. The resulting peptide samples were analyzed on an Agilent 1290 UHPLC system coupled to a Thermo Scientific Orbitrap Exploris 480 mass spectrometer for discovery proteomics [44]. Briefly, peptide samples were loaded onto an Ascentis ES-C18 Column (Sigma–Aldrich, USA) and were eluted from the column by using a 10 minute gradient from 98% solvent A (0.1% FA in water) and 2% solvent B (0.1% FA in ACN) to 65% solvent A and 35% solvent B. Eluting peptides were introduced to the mass spectrometer operating in positive-ion mode and were measured in data-independent acquisition (DIA) mode with a duty cycle of 3 survey scans from m/z 380 to m/z 985 and 45 MS2 scans with precursor isolation width of 13.5 m/z to cover the mass range. DIA raw data files were analyzed by an integrated software suite DIA-NN [45]. The database used in the DIA-NN search (library-free mode) leveraged the combined 3H11 and R12 annotated proteome FASTA sequences plus the protein sequences of common proteomic contaminants. DIA-NN determines mass tolerances automatically based on first pass analysis of the samples with automated determination of optimal mass accuracies. The retention time extraction window was determined individually for all MS runs analyzed via the automated optimization procedure implemented in DIA-NN. Protein inference was enabled, and the quantification strategy was set to Robust LC=High Accuracy. Output main DIA-NN reports were filtered with a global FDR = 0.01 on both the precursor level and protein group level.

#### Species relative abundance estimates

The quantification of species biomass contributions in the community was based on the input amounts of the sum of peptide ion intensities using only unique peptides from each species. This method has been benchmarked previously as one of the three proteomic quantification methods for accurate estimation of species-level biomass contribution in microbial communities [46].

#### Statistical analyses

Statistical analyses, including PCA, linear regression, and significance testing, were performed using tools from the Python Scikit-learn, SciPy, and NumPy packages [24–26]. Linear regression was performed using the SciPy function *linregress* and visualized with the Seaborn *regplot* function. Significance testing was assessed using the Scipy implementation of Welch’s t-test, *ttest_ind*, with the argument *equal_var = False*. The significance of individual protein abundance changes was assessed by correlating protein abundance with initial NO_3_^−^ levels, inoculum 3H11 percentage, and steady state N_2_O levels. Pearson *r* values were used to identify significant hits, proteins with *r* ≤ 0.5 or *r* ≥ 0.5 and *q* < 0.05 (Benjamini-Hochberg false-discovery rate correction) were considered [40]. KEGG subpathway level protein abundance correlations with steady state N_2_O levels were performed using data randomly split into training (70% of samples) and testing (30% samples) sets. KEGG subpathway terms were used to identify groups of proteins and multiple linear regression was performed with the training set. Model accuracy was then assessed using the test set and out of sample *R*^2^ was reported.

## Results

### Denitrification pathway is partitioned across members of microbial communities at the ORR

We sought to understand the structure and activity of communities responsible for denitrification at the ORR and their relation to N_2_O production. We first investigated the distribution of denitrification pathway enzymes within the genomes of 252 isolates obtained from groundwater wells of various depths distributed across three major areas of the ORR [4, 22, 47]. The sites spanned areas of high, medium, and low average groundwater NO_3_^−^ concentration (between 0–250 mM NO_3_^−^). For the pathway analysis we considered the genes Nar (or Nap), Nir, Nor, and Nos. Collectively, the reactions encoded by these genes convert NO_3_^−^ to N_2_ (Fig. 1A). Genomic analysis revealed that the majority (~71%) of isolates were incomplete denitrifiers (i.e. missing one or more genes of the pathway). Of these, 40% likely contributed to N_2_O production due to the presence of one or more genes encoding Nor but none encoding Nos. These conclusions were consistent with the pathway compositions of 1490 soil isolates from JGI’s IMG database, a vast majority of which (90%) were also incomplete denitrifiers (Fig. 1A). Thus, the genomic analysis demonstrated that the denitrification pathway is largely partitioned across soil and ground water dwelling organisms and suggested that complete denitrification likely occurs through interactions among organisms with complementary capabilities within microbial communities.

**Figure 1:**
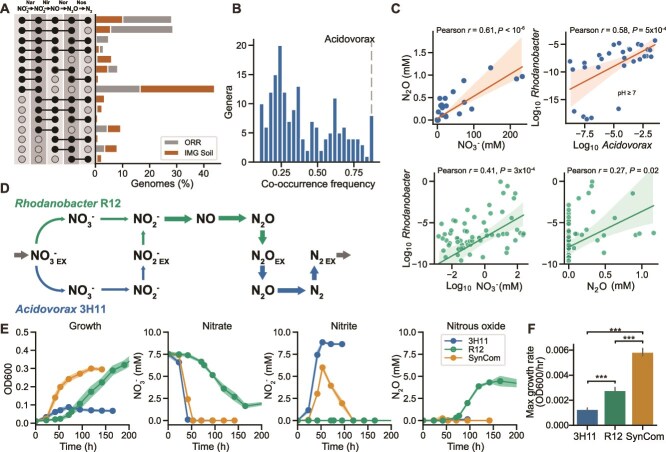
**Field observations and metabolic modeling predict exchange of intermediates in a denitrifying synthetic community.** (**A**) Distribution of denitrification pathway compositions among ORR field and IMG soil isolates. (**B**) Genus level co-occurrence frequency of *Rhodanobacter* and other genera across ORR groundwater samples. (**C**) Association between groundwater chemistries and genus abundance. Pearson correlation *r* and *P* values are listed in each subplot. Linear fits to data using OLS are displayed as well as 95% confidence intervals (**D**) denitrification flux patterns predicted by genome scale metabolic model of R12 and 3H11 SynCom assuming equal abundances in minimal media using flux balance analysis (FBA). (**E**) Growth characteristics of R12, 3H11 and R12-3H11 SynCom. Shading around trend lines represents standard deviation of samples and points represent averages. (**F**) Comparison of monoculture and SynCom maximum growth rates. Bars indicate comparisons for which differences were significant using Welch’s t-test. ^*^, *P* < .05; ^**^, *P* < .01; ^***^, *P* < .001.

To better understand the role of pathway partitioning in denitrifying communities, we assembled the field isolates *R. thiooxydans* FW510-R12 (R12) and *Acidovorax* sp. GW101-3H11 (3H11) into a SynCom capable of complete denitrification through pathway intermediate exchange. The genome of 3H11 encodes Nar, Nor, and Nos and thus requires a partner to completely reduce NO_3_^−^ to N_2_O. In contrast, although R12 genome encodes all genes of denitrification (*narG*, *nirK*, *norB*, and *nosZ*), it was experimentally determined that it was unable to reduce N_2_O, at least under all of the conditions that were tested. Hence, R12 was labeled an incomplete denitrifier with a non-functional *nosZ*, requiring a partner to completely reduce NO_3_^−^ to N_2_. The selection of organisms in this pairing was based on relationships among genus abundance, groundwater chemistry (e.g. NO_3_^−^ and N_2_O concentrations), and isolate co-occurrence determined through genomic and 16S rRNA gene profiling across the field site (Fig. 1B and C). We observed significant correlation between NO_3_^−^ and N_2_O concentrations in the ORR groundwater (Fig. 1C; Pearson *r* = 0.61, *P <* 10^−6^; Spearman *r* = 0.53, *P <* 10^−6^), consistent with previous observations that high NO_3_^−^ can lead to N_2_O emissions [4, 22, 47]. We also found that the abundance of *Rhodanobacter* spp. was correlated with both NO_3_^−^ (Pearson *r* = 0.41, *P* = 3x10^−4^; Spearman *r* = 0.43, *P* = 10^−4^) and N_2_O (Pearson *r* = 0.27, *P* = 0.02; Spearman *r* = 0.41, *P* = 3x10^−4^) levels at the field site (Fig. 1C), which was consistent with the reported high abundance of this genus in regions of high NO_3_^−^ and heavy metal contamination in the ORR [9, 22]. *Rhodanobacter* spp. abundance was also negatively correlated with pH (data not shown, Pearson *r* = 0.36, *P* = 2x10^−3^; Spearman *r* = 0.36, *P* = 2x10^−3^), in line with the observation that pH is generally lower in wells contaminated with NO_3_^−^, uranium, and heavy metals at ORR. Although the abundance of *Acidovorax* spp. was not significantly associated with NO_3_^−^ or N_2_O concentrations, it was positively correlated with *Rhodanobacter* spp. (Fig. 1C; Pearson *r* = 0.58, *P* = 5x10^−4^; Spearman *r* = 0.65, *P* = 9x10^−5^) in non-acidic groundwater (pH ≥ 7). Flux balance analysis using genome scale metabolic models indicated that a SynCom of R12 and 3H11 could perform complete denitrification through the exchange of NO_2_^−^ and N_2_O (Fig. 1D). Consistent with model predictions, 3H11 and R12 were both capable of growth on anaerobic minimal medium containing NO_3_^−^ and acetate as the primary electron acceptor and donor pair, respectively. Additionally, consistent with the absence of a genome-encoded NO_2_^−^ reductase (Nir), 3H11 consumed NO_3_^−^ and accumulated NO_2_^−^ (Fig. 1E). By contrast, R12 consumed NO_3_^−^, and accumulated N_2_O with no transient accumulation of NO_2_^−^, implying that the rate of NO_2_^−^ reduction was equal to or greater than the rate of NO_3_^−^ reduction (Fig. 1E).

**Figure 2:**
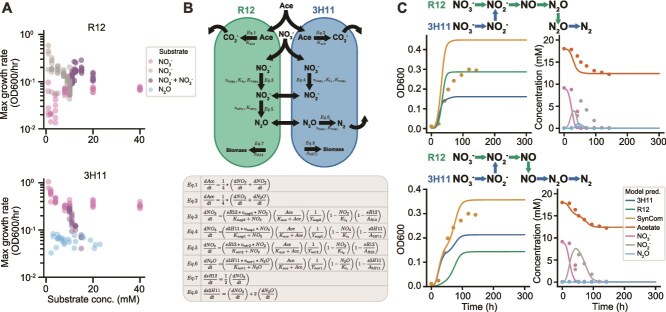
**Exchange of pathway intermediates drives growth enhancement in R12-3H11 SynCom.** (**A**) Maximum growth rates of R12 and 3H11 across variation in substrate concentrations displayed on a log scale. For conditions where both NO_3_^−^ and NO_2_^−^ were present, 10 mM NO_3_^−^ was used and NO_2_^−^ was varied. (**B**) Schematic of R12-3H11 kinetic model and associated differential equations. Model represents growth resulting from oxidation of acetate and reduction of NO_3_^−^, NO_2_^−^, and N_2_O via denitrification. Given challenges of measuring NO kinetics, NO reduction is not explicitly represented in the model, instead NO_2_^−^ is reduced to N_2_O (**C**) two SynCom intermediate exchange scenarios and associated dynamics predicted by kinetic models displayed with empirical data. Model predictions are represented using solid lines, data are averages across samples and are represented using circular points. The first scenario (top) displays the expected pattern of exchange. The second scenario (bottom) displays the pattern of exchange best supported by the growth data (e.g. smallest deviation between model predictions and measurements).

The SynCom growth rate was significantly greater than the growth rate of both isolates in monoculture (Fig. 1F). Additionally, the rate of NO_3_^−^ reduction was increased relative to the individual monocultures, followed by a transient accumulation of NO_2_^−^, which was fully reduced to N_2_ gas based on the lack of N_2_O and ammonia accumulation (Fig. 1E). In depth growth characterization demonstrated that 3H11 and R12 complemented each other to perform complete denitrification, which manifested in synergistic improvement in overall growth dynamics relative to monocultures of the two organisms.

### Exchange of intermediates in the denitrification pathway largely explain enhanced growth phenotype of the SynCom

We hypothesized that synergistic improvement in the rate of NO_3_^−^ reduction and overall growth characteristics of the SynCom were likely due to R12-mediated rescue of NO_2_^—^mediated growth inhibition of 3H11, which in turn reduced N_2_O to N_2_. To test this hypothesis, we characterized the growth kinetics of each monoculture in media supplemented with varied concentrations of NO_3_^−^, NO_2_^−^, and N_2_O (Fig. S1) and used that data to develop kinetic models of growth dynamics of each isolate and the SynCom. The growth rate of 3H11 was significantly greater than R12 across a wide range of NO_3_^−^ (Fig. 2A), achieving its maximum growth rate at a much lower concentration (Ks_3H11_ < <Ks_R12_, Welch’s t-test *t* = 26.1, *P <* 10^−6^, Fig. S1F). Although a low concentration of NO_2_^−^ supported a significantly higher growth rate of R12 relative to its growth rate on NO_3_^−^ (10-fold greater for 1–5 mM substrate, Fig. 2A), growth was reduced at higher concentrations (Ki_R12_ = 13.23 mM, Fig. S1F) and completely inhibited at 10 mM NO_2_^−^ (Fig. S1B and D). NO_2_^−^ also had a strong inhibitory effect on the growth rate and biomass yield of 3H11, with complete inhibition above 5 mM NO_2_^−^ in media containing 10 mM NO_3_^−^ (Ki_3H11_ = 9.11 mM; Figs. 2A and S1B, D and F). Additionally, R12 appeared to not conserve energy from the reduction of NO_3_^−^, since yield and growth rates were identical on NO_3_^−^ and NO_2_^−^ (slope_NO3_ = 0.033 ± 0.003, slope_NO2_ = 0.032 ± 0.006 for ordinary least squares fits to linear portion of substrate versus maximum OD600; substrate concentrations 1–10 mM; Welch’s t-test *t* = 1.1, *P =* 0.27). Thus, R12 growth was modeled as entirely dependent on the reduction of NO_2_^−^ and NO. Finally, although 3H11 was able to accumulate biomass by reducing N_2_O, its growth rate on N_2_O was constant and not dose-dependent (2–30 mM; Ks_3H11_ ≈ 0, Fig. 2A and S1D and F).

**Figure 3:**
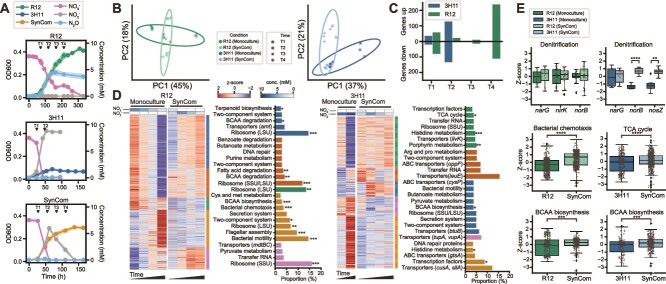
**Community context drives changes in the global transcriptional states of 3H11 and R12.** (**A**) Growth characteristics of R12, 3H11, the SynCom, and associated transcriptomics sampling points. Black triangles mark condition specific time points (T1-T4). Shading around trend lines represents standard deviations and points represent averages. (**B**) PCA of R12 and 3H11 gene expression across monoculture and co-culture growth contexts. DESeq2 log normalized gene expression Z-scores used. Z-scores computed across growth contexts (monoculture vs. SynCom) for R12 and 3H11. (**C**) R12 and 3H11 specific DEG counts for comparisons across time and growth contexts. (**D**) K-means clustered R12 and 3H11 specific DEGs using k = 5. Expression Z-scores are displayed across time and growth contexts. Associated NO_3_^−^ and NO_2_^−^ concentrations are displayed above each heatmap. To the right of each heat map, the most abundant KEGG subpathway terms are displayed for each cluster. Bars are colored by the cluster they represent. For ribosome terms, the most abundant subunit is noted. Large subunit (LSU) or small subunit (SSU). For ABC transporter and transporter terms, a representative gene in each cluster is noted (see supplementary table 1 for full list of DEGs and associated clusters). Subpathway terms are noted which were significantly enriched in each cluster using the hypergeometric test. ^*^, *P* < .05; ^**^, *P* < .01; ^***^, *P* < .001 (**E**). Boxplots of gene and pathway expression Z-scores. For each boxplot all genes and timepoints in each pathway and condition were considered. Bars indicate comparisons for which differences were significant using Welch’s t-test. ^*^, *P* < .05; ^**^, *P* < .01; ^***^, *P* < .001.

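The R12 monoculture at its last time point (216 h, T4) and the 3H11 monoculture at 53 h (T2) lay far from the earlier monocultures on the first principal component (PC1). For R12, the 216 h monocultures scored −77.4, −80.2 and −80.4 on PC1, and the 77 h monocultures (T1) scored 31.2, 36.0 and 34.2. R12 transcriptomes of the SynCom lay between −2.85 and 16.2 from 42 h (T1) to 95 h (T4), apart from replicate C at 53 h. For 3H11, the 53 h monocultures scored −66.0, −62.4 and −76.4, and the 42 h monocultures (T1) scored 13.3, 19.0 and 21.1.
SynCom 53 h replicate C stood apart in both organisms. It scored 76.0 on PC1 and −135 on PC2 for R12, and −61.3 and −132 for 3H11. In this library 99.1% of the R12 counts and 99.7% of the 3H11 counts fell on a few dominant features, which are the 6 R12 and 10 3H11 features with a mean above 500000 counts per library of their organism. Outside these features it held 32088 counts of R12 and 51409 of 3H11. Replicate A held 3229862 and 2967885, and replicate B held 764395 and 1054188. The dominant features include several with the lengths of rRNA genes, so rRNA left after depletion may hold much of their counts. This was not tested, because the features carry no names. PC1 and PC2 carried 33.2% and 27.8% of the variance over 3824 R12 genes, and 29.9% and 27.1% over 4857 3H11 genes. The components were computed for each organism from Z-scores of log2 counts scaled to a common library total (CPM) with a prior count of 2. Without Z-scores, PC1 of R12 carried 50.4%.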

**Figure 4:**
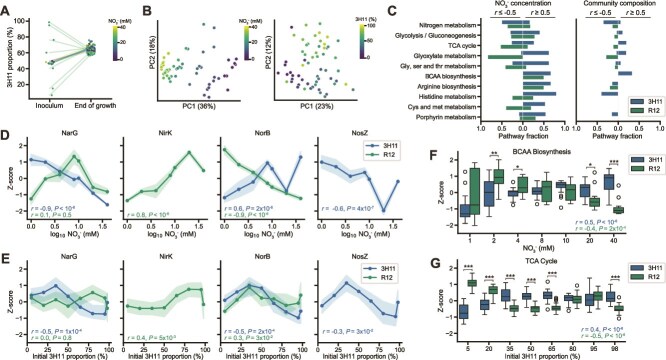
**Variation in NO**_**3**_  ^**−**^  **and community composition support the dominant role of 3H11 in the SynCom.** (**A**) 3H11 SynCom proportion across conditions exploring effect of variation in initial community composition and NO_3_^−^ concentration on SynCom dynamics. Community composition was measured before inoculation and at the end of growth. Color indicates NO_3_^−^ concentration used and lines connect initial and end points of individual cultures. (**B**) PCA of SynCom end-point proteome Z-scores across variation in initial community composition and NO_3_^−^ concentration. Color indicates growth condition 3H11 proportion or NO_3_^−^ concentration for each experiment. (**C**) Fraction of detected 3H11 and R12 specific pathway proteins significantly correlated with NO_3_^−^ and community composition (proteins with *r* ≥ 0.5 or *r* ≤ −0.5 were considered). (**D**) End-point 3H11 and R12 denitrification protein Z-scores as a function of initial NO_3_^−^ concentration. (**E**) End-point 3H11 and R12 denitrification protein Z-scores as a function of initial community composition. Points represent an average of eight replicates, error bands display standard deviation. 3H11 and R12 specific Pearson *r* and *P* values are displayed on each subplot. (**F**) Boxplots of BCAA biosynthesis protein Z-scores across NO_3_^−^ concentration. (**G**) Boxplots of TCA cycle protein Z-scores across community composition. Bars indicate comparisons for which differences were significant using Welch’s t-test. ^*^, *P* < .05; ^**^, *P* < .01; ^***^, *P* < .001.

**Figure 5:**
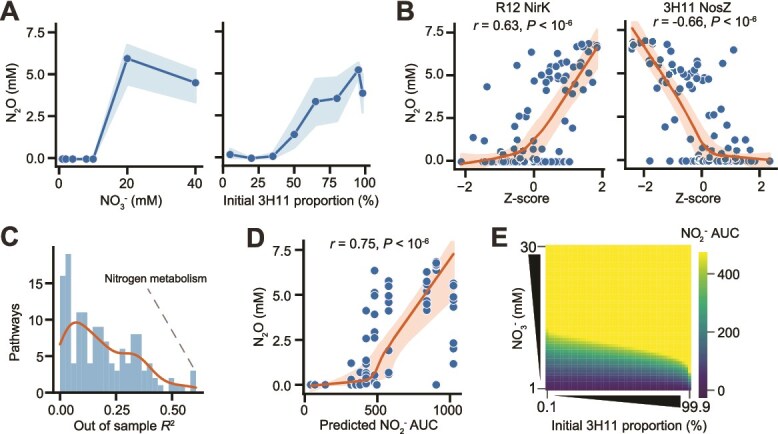
**NO**_**2**_  ^**−**^  **inhibition drives N**_**2**_**O accumulation in the SynCom.** (**A**) End-point SynCom N_2_O concentration as a function of initial NO_3_^−^ concentration and community composition. Points represent an average of eight replicates, error bands display standard deviation. (**B**) End-point SynCom N_2_O concentration as a function of denitrification protein Z-scores across conditions. Lowess trendline and 95% confidence interval displayed. Pearson *r* and *P* values displayed. (**C**) Distribution of predicted N_2_O out of sample *r*^2^ using pathway level multi-linear regression with randomly selected subset of data used for training (70%) of linear models and remaining data used for testing (30% used for reported *R*^2^). *R*^2^ of N metabolism proteins noted. (**D**) End-point SynCom N_2_O concentration as a function of kinetic model predicted SynCom NO_2_^−^ area AUC across conditions. Lowess trendline and OLS linear fit displayed with respective 95% confidence intervals. Pearson *r* and *P* values displayed. (**E**) Heatmap of kinetic model predicted SynCom NO_2_^−^ AUC across variation in initial NO_3_^−^ concentration and community composition.

Kinetic models were developed based on a modified Monod framework, integrating logistic representation of carrying capacity into equations describing growth kinetics as a function of metabolite concentrations (Fig. 2B; see Methods for more details) [33]. Equations in the model were parameterized using maximum growth rates as a function of substrate, half velocity constants, and carrying capacities extracted from the growth data using Logistic or Monod fits (Figs. 2A and S1D and F). Linear models were developed to capture relationships between NO_3_^−^, NO_2_^−^, and N_2_O concentration and maximum OD600 (Fig. S1E) and used in simulations to predict monoculture and SynCom growth kinetics in new experiments. The simulation was optimized to achieve better accuracy by using initial biomass as a free model parameter to effectively adjust lag phase. An initial model formulation for the reduction of NO_3_^−^ to N_2_, combining the reduction of NO_2_^−^ and NO into a single reaction (i.e. reduction of NO_2_^−^ to N_2_O), yielded reasonably accurate prediction of metabolite turnover and growth kinetics for R12 (Fig. S2B). However, the period of maximum growth was overestimated for 3H11 and the carrying capacity (max OD600) achieved by R12 was not well represented. Furthermore, prediction of SynCom dynamics was quite poor (Fig. S2B). Although the introduction of NO_2_^−^ inhibition improved predicted growth dynamics of monocultures and SynCom, overall model accuracy was still poor (Fig. 2C, S2C and D). The period of exponential growth was overestimated and NO_2_^−^ turnover was not well predicted.

These results challenged our model assumptions and forced us to reconsider the scheme of metabolite exchange. The most plausible variation was to include exchange of NO, assuming that a significant fraction of the NO produced by R12 is available for reduction by 3H11. This scenario would be possible if the affinity and rate of NO reduction was considerably higher for 3H11 than R12, as was the case for NO_3_^−^. The contribution of the reduction of NO_2_^−^ to N_2_O was subsequently doubled for 3H11 (assuming a similar contribution to its growth) and halved for R12, which was estimated from the energetics of these processes due to absence of measured rates of NO reduction. This assumption significantly improved predicted growth dynamics of the SynCom and offered explanation for the dominance of 3H11 in the community, in contrast to its relatively poor growth in monoculture (Fig. 2C, S2C). Thus, kinetic modeling was essential to revealing the metabolite exchange governing SynCom growth dynamics.

### Community growth drives global changes in transcriptional states of 3H11 and R12

In order to characterize the impact of paired growth on organismal physiology, we compared temporal changes in transcriptomes of each isolate grown as a monoculture and as a SynCom member. 

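RNA was sequenced from R12 and 3H11 grown alone and together, and every culture was sacrificed whole, so each library stands for a separate culture. The deposited data hold 39 libraries, with 3 replicate cultures (A, B and C) per condition and time, made with a stranded kit after rRNA depletion. The R12 monoculture was sampled at 77, 95, 119 and 216 h and the SynCom at 42, 53, 71 and 95 h, and these times are T1 to T4 of each culture. The R12 monoculture was thus older than the SynCom at each matched time, so culture age and the partner cannot be told apart for R12. The 3H11 monoculture was sampled at 42 and 53 h (T1 and T2). The label of its replicate B at T2 gives 52 h. The deposited data also hold 3H11 monocultures at 71 and 95 h and the SynCom at 142 h, which the paper does not report.
The authors assigned the reads with Kallisto to the joined genomes of both organisms and deposited estimated counts for 5245 features of 3H11 and 3928 features of R12. Total counts per library ran from 11786093 to 35549421 in R12 monocultures, from 25961671 to 39731987 in the 3H11 monocultures at T1 and T2, and from 19582930 to 37928718 in the SynCom at T1 to T4. The paper gives 10 to 15 M reads per sample. The dominant features took 90.6% of the mean 3H11 counts and 55.9% of the mean R12 counts.
Gene names could be paired with 834 R12 features (21.2%). Of these, 508 are named by the part of Supplementary Table 1 that could be read, which holds 1368 of its 6204 R12 entries. Another 325 are named only by Supplementary Table 2, of which 1473 of 2219 R12 entries could be read, and *fumA* is named by the paper's text. The readable parts hold no 3H11 entry, so 3H11 results are given without gene names.
The counts of each organism were tested on their own with edgeR's quasi-likelihood test after TMM scaling, in 1 fit over the 8 R12 groups or the 6 3H11 groups of the paper, and SynCom was compared with monoculture at each time point. The paper used DESeq2 in pairwise comparisons, so the tool and the fit differ here. The thresholds follow the paper's methods: a DEG had a log2 fold change of at least 2 in either direction and a Benjamini-Hochberg adjusted p under 0.01. A gene is said to have risen or fallen where it was higher or lower in the SynCom at an adjusted p under 0.01, whatever its fold change. CPM values are scaled by TMM and relative to the counts of the same organism. The 26 R12 gene lists (pathways, complexes and gene families), the comparisons and the rule for naming genes were fixed before the data were examined, although the Z-scores in the readable tables were open to view.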

Transcriptomes were longitudinally profiled at four time points that corresponded with early-, mid-, and late-phases of growth for all cultures with the exception of the 3H11 monoculture, which was profiled at two time points because of its fast growth rate and limited biomass (Fig. 3A and B). For each condition and timepoint entire cultures were sacrificed to minimize confounding effects of repeated measurements and ensure enough rRNA could be extracted for analysis (see Methods). Using DESeq2 [38] to identify DEGs, we discovered that 321 of 4670 genes in 3H11 and 480 of 3493 genes in R12 were differentially regulated across different growth phases in the mono- and co-culture contexts (Fig. 3C, Supplementary Table S1). 

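The number of R12 genes that differed between the SynCom and R12 alone changed with time. At T1, 62 R12 genes were higher in the SynCom and 87 lower. At T2 the numbers were 29 and 30, at T3 15 and 16, and at T4 223 and 127. Single libraries moved some of these: T2 gave 51 and 33 without SynCom 53 h replicate A and 15 and 28 without replicate B, and T3 gave 7 and 16 without monoculture 119 h replicate A. In all, 456 of 3824 R12 genes (11.9%) were DEGs at 1 or more time points, 111 at more than 1, and 47 were higher at one time point and lower at another. Whatever the fold change, 1079 R12 genes rose and 1121 fell at T1. These numbers were 253 and 355 at T2, 302 and 310 at T3, and 1295 and 1367 at T4. The gene lists below stand against this background.
*emrR*, a repressor of multidrug efflux genes, stood at 6.00 ± 0.72 CPM in the SynCom and 47.4 ± 17.8 CPM in monoculture at T1 (SD, n = 3 each), a log2 fold change of −2.98 (SE 0.28, adjusted p = 4.0e-09 from edgeR). It was also lower at T4, with 12.4 ± 3.41 against 61.1 ± 7.80 CPM. *dadA*, a D-amino acid dehydrogenase, was lower at T1 (17.96 ± 1.04 against 118 ± 10.8 CPM, log2 fold change −2.71, SE 0.15, adjusted p = 2.9e-12 from edgeR). *hisD* (also annotated *hpsN*), histidinol dehydrogenase, was higher at T1 with a log2 fold change of 2.90 (SE 0.36), or 1.97 without SynCom 42 h replicate A, and lower at T2 with −3.13 (SE 0.52, adjusted p = 0.00011 from edgeR). The small heat shock protein gene *HSP20* was lower at T2 (log2 fold change −2.43, SE 0.26) and at T4 (−2.64, SE 0.22). At T3, *yfhM*, an alpha-2-macroglobulin, stood at 109 ± 9.99 CPM in the SynCom and 864 ± 85.4 CPM in monoculture (log2 fold change −2.98, SE 0.16, adjusted p = 1.8e-11 from edgeR). *pbpC*, a penicillin-binding protein, had −2.27 at the same time (SE 0.19). *hom* (also annotated *thrA*), homoserine dehydrogenase, was higher at T3 by 1.40 (SE 0.23). At T4, *tsf*, elongation factor Ts, stood at 219 ± 34.3 CPM in the SynCom and 23.3 ± 2.77 in monoculture (log2 fold change 3.24, SE 0.18). *gpsA*, of glycerol 3-phosphate synthesis, had 3.08 (SE 0.17, adjusted p = 1.8e-13 from edgeR).
In 3H11, 51 genes were higher in the SynCom and 28 lower at T1, and 275 were higher and 145 lower at T2. These made 482 of 4857 genes (9.92%), 17 of them DEGs at both. The largest T1 increases among features of at least 10 CPM without overlap were in GW101-3H11_contig_1_4250 (173 ± 91.9 against 4.50 ± 2.97 CPM, log2 fold change 5.26, SE 0.93) and GW101-3H11_contig_1_1074 (338 ± 20.7 against 10.5 ± 2.61 CPM, log2 fold change 5.00, SE 0.46). The largest decreases were in GW101-3H11_contig_1_2518 (log2 fold change −4.24, SE 0.85, and −1.51 without monoculture 42 h replicate A and −4.21 without SynCom 42 h replicate B, where it no longer passed the test) and GW101-3H11_contig_1_1935 (−3.46, SE 0.25).
The SynCom libraries did not overlap the monoculture libraries in 68.9%, 35.4%, 45.9% and 79.3% of R12 genes at T1 to T4, and in 46.5% and 38.6% of 3H11 genes at T1 and T2. Chance gives 10% for 3 against 3. The dominant features took 72.2 ± 1.68% of R12 counts in the monoculture at T4 (SD, n = 3) and 45.5 ± 1.17% in the SynCom. At T1 they took 44.9 ± 2.11% and 50.5 ± 4.46%, at T2 46.7 ± 0.68% and 77.9 ± 26.1%, and at T3 49.4 ± 2.74% and 48.6 ± 2.68%. For 3H11 they took 97.5 ± 0.22% in the monoculture and 93.6 ± 7.36% in the SynCom at T2, against 80.4 ± 0.61% and 60.4 ± 5.56% at T1.
These counts moved with the scaling. With total counts alone in place of TMM, the median log2 fold change over all R12 genes was 0.15, −1.13, −0.04 and 1.01 at T1 to T4, and over all 3H11 genes 0.99 and 1.5 at T1 and T2. R12 then had 28 genes higher and 13 lower at T1, 7 and 48 at T2, 3 lower at T3, and 570 and 18 at T4. 3H11 had 23 higher at T1, and 514 and 7 at T2. At T1 the R12 fold changes themselves moved little, as the median over all R12 genes was 0.015 with TMM. All groups share 1 estimate of the spread in the fit, and the R12 TMM factors of SynCom 53 h replicates B and C were 0.40 and 0.029. Whether leaving these factors out widened the spread at T1 was not tested. With both organisms in 1 fit, R12 had 12 higher and 858 lower at T1, 17 and 48 at T2, and 2 and 17 at T3, and 3H11 had 138 and 5 at T1, and 136 and 416 at T2. For 3H11 at T2, RLE scaling gave 215 and 204, and DESeq2 gave 212 and 212, or 129 and 155 over the 6 libraries of the comparison alone, where edgeR gave 160 and 129.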

K-means clustering and pathway ontology enrichment analysis (Fig. 3D) identified significant expression changes in a few metabolic pathways, including denitrification, amino acid metabolism, and central carbon metabolism (Fig. 3D and E).

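In central carbon metabolism, R12 genes that turn acetate into cell material were higher in the SynCom at T1 and lower at T4. *aceB*, malate synthase of the glyoxylate shunt, stood at 28.4 ± 3.19 CPM in the SynCom and 7.49 ± 0.76 CPM in monoculture at T1 (SD, n = 3 each), a log2 fold change of 1.92 (SE 0.14, adjusted p = 1.2e-10 from edgeR). At T4 it stood at 391 ± 34.9 and 3145 ± 223 CPM, a log2 fold change of −3.01 (SE 0.13, adjusted p = 5.2e-15 from edgeR). *aceA*, isocitrate lyase of the same shunt, had 30.7 ± 3.37 against 9.06 ± 1.65 CPM at T1 and 479 ± 25.4 against 1915 ± 69.4 CPM at T4 (log2 fold changes 1.76 and −2.00).
Of the 5 named genes of the glyoxylate shunt and acetate activation, 4 rose and 1 fell at T1, and 1 rose and 4 fell at T4 (the same numbers when adjusted over the list alone). The gene against the others at both times, with −0.76 and 0.54, is annotated as *pta*, phosphotransacetylase, and also as *sfcA* and *maeB*. As its annotations differ, it may not be a gene of acetate activation. The 2 acetyl-CoA synthetase genes, *acs*, rose at T1 by 1.09 (FW510-R12_contig_1_1861, also annotated *prpE*) and 0.48 (FW510-R12_contig_1_16). At T2, *aceA* and *aceB* were already lower (−1.11 and −1.37) and both *acs* genes higher (1.22 and 0.38), the first of them −1.45 with limma on log2(TPM + 1). At T3 the log2 fold changes of the 5 genes lay between −0.40 and 0.14. The change from T1 to T4 differed between SynCom and monoculture by −4.93 for *aceB* (SE 0.19, adjusted p = 1.9e-15 from edgeR) and −3.76 for *aceA* (SE 0.18).
Scaled by total counts alone, the list kept 0 rises at T1 and 0 falls at T4 at an adjusted p under 0.01 from edgeR (2 and 1 at an unadjusted p under 0.05), whereas DESeq2 gave 4 and 4. With that scaling the list's median was 1.22 at T1, against 1.09, and turned from −0.42 to 0.68 at T4, and the *acs* genes from −0.37 to 0.73 and from −0.42 to 0.68.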

Expression patterns supported the hypothesis that 3H11 is the primary reducer of NO and N_2_O when paired with R12 (Fig. 3E). Both 3H11 *norB* and *nosZ* were significantly upregulated in the SynCom context (Welch’s t-test *t* = −11.8, *P* < 10^−6^ for *norB*; *t* = −4.5; *P* = 0.003 for *nosZ*). In addition to its overall higher average expression in the SynCom context, *norB* was further upregulated during NO_2_^−^ reduction, reaching maximum levels in late-log phase (T3). Transcript levels of 3H11 *nosZ* increased from early- (T1) to mid-log phase (T2) in the SynCom context and decreased thereafter, mirroring corresponding changes in NO_2_^−^ levels (Fig. S3A). In contrast, transcript levels of all R12 denitrification genes were relatively stable across conditions (Fig. 3E), except for *nirK*, which was differentially expressed in the SynCom during the late-log phase of growth (Fig. S3B). 

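R12 *nirK*, which encodes the copper nitrite reductase (FW510-R12_contig_1_612, also annotated *cccB*), was lower in the SynCom at T1 and higher at T4. At T1 it stood at 161 ± 17.0 CPM in the SynCom and 368 ± 25.6 CPM in monoculture (SD, n = 3 each), a log2 fold change of −1.20 (SE 0.11, adjusted p = 3.2e-09 from edgeR). At T4 it stood at 201 ± 19.2 and 54.6 ± 3.81 CPM, a log2 fold change of 1.88 (SE 0.11, adjusted p = 1.0e-12 from edgeR). The log2 fold change was −0.12 at T2 (adjusted p = 0.52 from edgeR) and 0.25 at T3 (adjusted p = 0.087 from edgeR). The change from T1 to T4 differed between the cultures by 3.08 (SE 0.16, adjusted p = 5.8e-14 from edgeR).
Over T1 to T4 together, the mean log2 CPM of *nirK* was 7.45 (SD 0.20, n = 12) in the SynCom and 7.24 (SD 1.04, n = 12) in monoculture, which did not pass a two-sided permutation test (p = 0.511, 100000 resamples). edgeR's contrast of the same groups, which keeps the time points apart, gave 0.21 (SE 0.056, adjusted p = 0.0031), and −0.35 without T4. This contrast no longer passed the test when scaled by total counts alone (0.21) or with limma on log2(TPM + 1) (0.39). *nosY* (also annotated *ABC-2.P*), which takes part in the assembly of nitrous oxide reductase, is the other denitrification gene named by the readable tables. It had log2 fold changes of −0.19 at T1 (adjusted p = 0.22 from edgeR) and 0.27 at T4 (adjusted p = 0.058 from edgeR). The fall of *nirK* at T1 no longer passed the test when scaled by total counts alone (−1.05) or with limma on log2(TPM + 1) (−0.37).

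**Figure D1:**
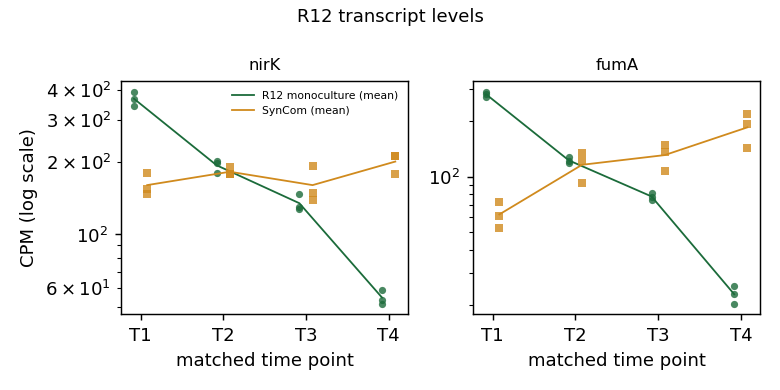
CPM of R12 *nirK* and *fumA* (log axis) at T1 to T4 in the R12 monoculture (green circles) and the SynCom (orange squares), 3 cultures per time point, with lines through the means. The monoculture falls from T1 to T4 in both genes, from 368 to 54.6 CPM for *nirK*, while the SynCom mean of *nirK* lies between 161 and 201 CPM.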

Transcript level of *nirK* increased in the SynCom relative to monoculture growth during the period of active NO_2_^−^ reduction (log_2_ fold change = 2.62, *P* < 10^−6^ for comparison of T4 *nirK* expression; Fig. S3B). Similarly, R12 *narG* was achieved maximum expression levels earlier (95 hrs) in the SynCom relative to the monoculture context (119 hrs, Fig. 3E, Fig. S3B), which coincided with the timing of NO_2_^−^ accumulation in each of these contexts. This observation was consistent with a higher maximum growth rate and shorter lag phase of R12 monocultures during growth on NO_2_^−^ relative to NO_3_^−^ (Fig. 2A, S1A, S1C) and the increased rate of NO_3_^−^ reduction by the SynCom relative to monocultures (Fig. S2A).

Transcriptional changes across multiple pathways suggested additional mechanisms of competition and cooperation between R12 and 3H11 as a SynCom. For example, expression patterns for 6 of 34 tricarboxylic acid (TCA) cycle genes in 3H11 and 4 of 33 genes in R12 coincided with the timing of NO_3_^−^ and NO/N_2_O reduction across growth contexts (Fig. 3E). Expression of TCA cycle genes in 3H11 coincided with reduction of NO_3_^−^ (T1 in both monoculture and SynCom contexts) and with NO_2_^−^ (T4 in SynCom context) (Fig. S3A). 

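R12 genes of the TCA cycle were lower in the SynCom than in monoculture at T1 and higher at T4. Of 16 named genes, 13 fell at T1 and the other 3 did not pass the test, and 14 rose and 1 fell at T4 (the same numbers when adjusted over the list alone). *fumA*, a fumarase (FW510-R12_contig_1_3138), stood at 62.2 ± 9.93 CPM in the SynCom and 280 ± 9.36 CPM in monoculture at T1 (SD, n = 3 each), a log2 fold change of −2.17 (SE 0.15, adjusted p = 6.3e-11 from edgeR). At T4 it stood at 185 ± 38.8 and 22.9 ± 2.47 CPM, a log2 fold change of 3.01 (SE 0.16, adjusted p = 1.2e-13 from edgeR). Between them it had −0.14 at T2 (adjusted p = 0.59 from edgeR) and 0.75 at T3 (adjusted p = 0.00045 from edgeR).
*sucC*, a subunit of succinyl-CoA synthetase, had log2 fold changes of −1.06 at T1 (579 ± 29.6 CPM in the SynCom) and 1.62 at T4 (929 ± 107 against 302 ± 6.50 CPM). *icd*, isocitrate dehydrogenase, had −1.04 and 2.07. *fumC*, another fumarase and the gene that fell at T4 (−0.77), was singled out after its values were seen. The list's median log2 fold change was −0.74 at T1 and 1.43 at T4. At T2, 8 genes fell, and at T3 2 rose and 4 fell (2 and 5 when adjusted over the list alone). From T1 to T4 the median changed by −1.72 in the monoculture (77 to 216 h) and by 0.43 in the SynCom (42 to 95 h), and this change over time differed between the cultures in 15 of the 16 genes at an adjusted p under 0.01 from edgeR.
Scaled by total counts alone, 9 genes rose at T4, *fumC* turned to 0.33, and the falls at T1 numbered 0 at an adjusted p under 0.01 from edgeR, 1 at an unadjusted p under 0.05 and 13 with DESeq2. The list's median at T1 was −0.61 with that scaling, against −0.74. *fumA* had −2.02, against −2.17, and no longer passed the test.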

Unlike 3H11, expression of TCA cycle genes in R12 were lower in the initial time points, when NO_3_^−^ was reduced, and increased in later phases of growth, when NO_2_^−^ and N_2_O were being reduced (e.g. R12_3138, *fumA*, downregulated in T1, log_2_ fold change = −2.14, *P* < 10^−6^ and upregulated in T4, log_2_ fold change = 3.06, *P* < 10^−6^; Fig. S3B). Additionally, 38 motility-associated genes (e.g. *cheA-Z*, *flgA-M*, *fliD-Q*, and *pilA*) were upregulated in R12 in the SynCom context, which may be a mechanism for interaction with 3H11 or competition for NO_3_^−^ (Fig. 3E). 

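The R12 motility genes that could be named belong mainly to type IV pili, which serve twitching and attachment, and many were higher in the SynCom at T1. *pilA*, the pilin subunit, stood at 2107 ± 263 CPM in the SynCom and 908 ± 107 CPM in monoculture at T1 (SD, n = 3 each), a log2 fold change of 1.21 (SE 0.12, adjusted p = 8.3e-09 from edgeR). At T4 it was lower, with 4825 ± 276 against 11846 ± 877 CPM and a log2 fold change of −1.30 (SE 0.12, adjusted p = 1.2e-09 from edgeR). It had 0.14 at T2 (adjusted p = 0.42 from edgeR; −3.52 with limma on log2(TPM + 1)) and 0.60 at T3 (adjusted p = 5.5e-04 from edgeR).
Of 17 named genes, 9 rose at T1 and the other 8 did not pass the test, 2 rose at T2, and 4 rose at T3 (9, 2 and 5 when adjusted over the list alone). At T4, 6 rose and 7 fell. *cheW* (also annotated *chpC*), which links receptors to the chemotaxis kinase, stood at 54.9 ± 2.83 against 35.0 ± 2.10 CPM at T1 (log2 fold change 0.65, SE 0.08). The chemotaxis response regulator *cheY* (also annotated *cqsS*) had 0.21 at T1 (adjusted p = 0.073 from edgeR) and 0.61 at T4. *pilJ*, a pilus chemoreceptor, rose by 0.76 at T1, and *mcp* (also annotated *ycbB*), another chemoreceptor, had 0.65 at T1 and −1.31 at T4 (0.12 at T4 with limma on log2(TPM + 1)). *fimD*, an usher for chaperone-usher pili, rose at T3 (1.10) and T4 (2.38, with 90.0 ± 2.48 against 17.3 ± 0.52 CPM). The change from T1 to T4 was lower in the SynCom than in monoculture for 10 of the 17 genes and higher for 1, at an adjusted p under 0.01 from edgeR. The readable tables name no *flg* or *fli* gene.
Scaled by total counts alone, 0 genes rose at T1 and 0 fell at T4 at an adjusted p under 0.01 from edgeR (1 and 0 at an unadjusted p under 0.05), whereas DESeq2 gave 10 and 8. With that scaling the list's median was 0.46 at T1, against 0.33, and turned from −0.20 to 0.90 at T4 and from 0.12 to −1.09 at T2.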

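Most R12 genes named for ammonium uptake and its assimilation were higher in the SynCom at T1 and lower at T4. In arginine biosynthesis more genes fell than rose at T1 and more rose than fell at T4, and cysteine and methionine metabolism was mixed, with medians of −0.19 and 0.06. *amt*, the ammonium transporter, stood at 21.0 ± 7.83 CPM in the SynCom and 4.83 ± 0.54 CPM in monoculture at T1 (SD, n = 3 each), a log2 fold change of 2.13 (SE 0.23, adjusted p = 4.2e-08 from edgeR). At T4 it had −1.02 (adjusted p = 1.7e-04 from edgeR), which turned to 0.07 when scaled by total counts alone. Of 10 genes of nitrogen assimilation, 6 rose and 1 fell at T1, and 1 rose and 7 fell at T4 (the same numbers when adjusted over the list alone). At T1 the PII protein gene *glnK* (FW510-R12_contig_1_62) rose by 2.42, or by 1.51 without SynCom 42 h replicate A, and the sensor kinase gene *glnL* fell by 1.20. *gltB* (FW510-R12_contig_1_753, also annotated *gltS*), of glutamate synthase, had 1.49 at T1 and −1.29 at T4, the latter 1.12 with limma on log2(TPM + 1). *glnG* (FW510-R12_contig_1_320, also annotated *fis*) had 1.14 at T4.
Of 13 genes of arginine biosynthesis, 2 rose and 8 fell at T1, and 7 rose and 1 fell at T4 (the same numbers when adjusted over the list alone). The aminotransferase gene *aspB* had log2 fold changes of −1.44 at T1 (145 ± 8.24 against 394 ± 17.7 CPM, SE 0.10, adjusted p = 6.3e-11 from edgeR) and 1.36 at T4. *GDH2*, glutamate dehydrogenase, had −1.40 and 1.92. Of 31 genes of cysteine and methionine metabolism, 9 rose and 15 fell at T1 (10 and 15 when adjusted over the list alone), and 13 rose and 6 fell at T4 (the same over the list alone). *mtaD*, of the methionine salvage pathway, had 2.87 at T4. *luxS*, which recycles S-adenosylhomocysteine and makes the precursor of autoinducer 2, had 72.5 ± 2.55 against 14.0 ± 1.88 CPM at T4 (log2 fold change 2.37, SE 0.15, adjusted p = 3.9e-12 from edgeR). *cysS* (also annotated *mshC*), cysteinyl-tRNA synthetase, had −1.38 and 1.69.
Scaled by total counts alone, the rises of nitrogen assimilation at T1 numbered 1 and its falls at T4 numbered 0, and the falls at T1 numbered 0 for arginine and 0 for cysteine and methionine, at an adjusted p under 0.01 from edgeR. At an unadjusted p under 0.05 these were 3, 1, 0 and 1, and with DESeq2 6, 6, 6 and 15. The T4 rises numbered 3 for arginine and 7 for cysteine and methionine, and the median of nitrogen assimilation was 0.95 at T1, against 0.82, and turned from −0.75 to 0.34 at T4.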

Interspecies exchange of amino acids in the SynCom was suggested by the differential regulation of amino acid metabolism genes (74 total in 3H11 and R12). Although both species upregulated biosynthesis of branched-chain amino acids (BCAAs) in the SynCom, there was coordinated expression of genes for leucine efflux in 3H11 and upregulation of BCAA degradation genes in R12 (Supplementary Table S1). 

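R12 in the SynCom carried more transcripts for the synthesis of valine, leucine and isoleucine early. R12 alone raised them late and lay above the SynCom at T4, which sets 216 h against 95 h. *dat* (also annotated *ilvE*), the branched-chain aminotransferase, stood at 383 ± 165 CPM in the SynCom and 11.2 ± 2.22 CPM in monoculture at T1 (SD, n = 3 each), which is 33.9-fold higher (log2 fold change 5.08, SE 0.37, adjusted p = 1.0e-10 from edgeR). At T4 it had −2.71 (SE 0.32, adjusted p = 7.8e-08 from edgeR). *leuC*, of isopropylmalate isomerase, had 4.19 at T1 (275 ± 102 against 15.1 ± 0.47 CPM), 3.64 at T2, 1.37 at T3 and −1.87 at T4 (482 ± 23.7 CPM in the SynCom).
Of 14 named genes of BCAA biosynthesis, 12 rose and 1 fell at T1, and 10 rose and 1 fell at T2 (the same numbers when adjusted over the list alone). At T3, 5 rose and 1 fell (8 and 1 when adjusted over the list alone), and at T4 1 rose and 10 fell. The median log2 fold changes were 3.70, 3.66, 1.04 and −1.33. *ilvC*, ketol-acid reductoisomerase, had 3.71 at T1 (SE 0.38) and 4.02 at T2. *ilvH*, the regulatory subunit of acetolactate synthase, had 4.94 at T2 (30.7 ± 16.7 against 1.14 ± 0.15 CPM), or 3.74 without SynCom 53 h replicate A. *leuA*, isopropylmalate synthase, had −2.88 at T4. *ilvA* (FW510-R12_contig_1_1466, also annotated *rpsF*) went against the list, with −2.09 at T1 and 2.09 at T4. It is the 1 gene that fell at T1 and rose at T4. As *rpsF* it also counts among the ribosomal protein genes of the small subunit, whose medians were −2.09 at T1 and 2.35 at T4. Its values follow that list, and it may not be a gene of BCAA biosynthesis. From T1 to T4 the list's median changed by 6.15 in the monoculture and by 1.04 in the SynCom, and this change over time was lower in the SynCom for 12 of the 14 genes and higher for 1. At 95 h in both cultures, the list's median log2 CPM was 8.26 in the SynCom and 3.97 in the monoculture.
Of 17 genes of BCAA degradation, 4 rose and 7 fell at T1, and 8 rose and 4 fell at T4 (the same numbers when adjusted over the list alone). At T2, 1 rose and 5 fell (1 and 6 over the list alone), and at T3 2 rose and 2 fell. *bcd* (FW510-R12_contig_1_1565, also annotated *ACADSB*), an acyl-CoA dehydrogenase, had 48.8 ± 5.13 against 221 ± 7.70 CPM at T1 and 203 ± 32.9 against 33.4 ± 2.15 CPM at T4 (log2 fold changes −2.18 and 2.60, SE 0.12 each). *pccA* (also annotated *pycB*), of propionyl-CoA carboxylase, had 2.36 at T4. The *dat* gene is a member of both lists.
Scaled by total counts alone, the synthesis list had 10 rises at T1, 7 at T2, 0 at T3 and 0 falls at T4 at an adjusted p under 0.01 from edgeR (10, 9, 0 and 2 at an unadjusted p under 0.05; 12, 10, 5 and 11 with DESeq2), and its medians were 3.88, 2.90, 0.98 and −0.24. The degradation list had 0 falls at T1 (1 at an unadjusted p under 0.05; 6 with DESeq2) and 4 rises at T4. The T3 rises numbered from 2 (without monoculture 119 h replicate C) to 8 (without replicate A) when 1 library was left out. From the changes of these genes in R12 and the expression of leucine efflux genes in 3H11, the paper proposes that amino acids are exchanged between the species in the SynCom. It also draws on a metabolic model, in which leucine is exchanged once pyruvate and succinate exchange are blocked, and on protein levels of methionine synthesis and import.

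**Figure D2:**
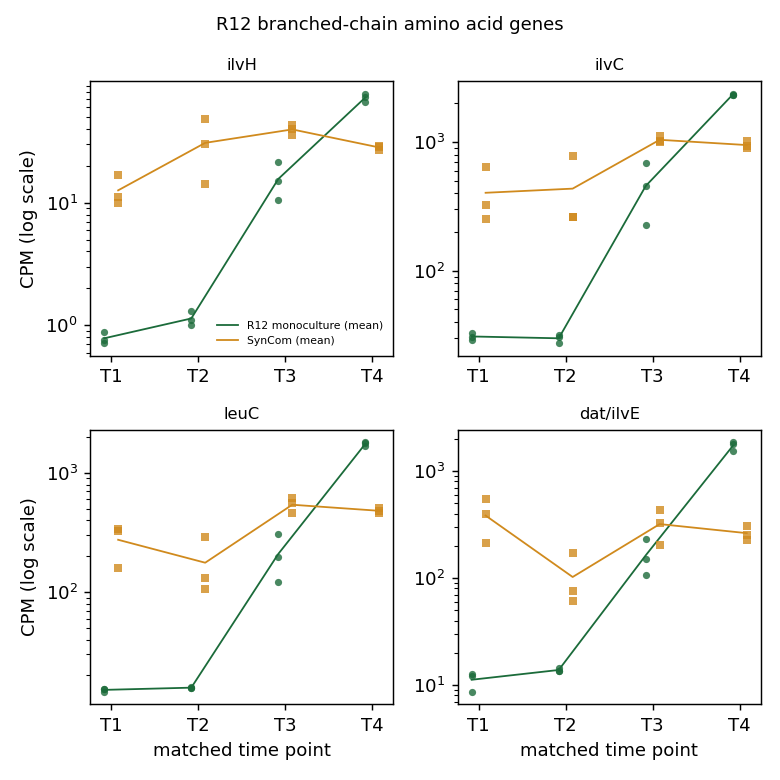
CPM of 4 R12 genes of BCAA biosynthesis (log axes) at T1 to T4 in the R12 monoculture (green circles) and the SynCom (orange squares), 3 cultures per time point, with lines through the means. In each gene the monoculture lies below the SynCom at T1 and above it at T4, as for *leuC* with 15.1 against 275 CPM at T1.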

The coordinated exchange of individual amino acids suggested by the expression data was also consistent with a SynCom genome scale metabolic model, which predicted the exchange of several TCA cycle intermediates and leucine (Fig. S4). By using the SynCom growth data to provide bounds for the fluxes of acetate, NO_3_^−^, and NO_2_^−^ the model was able to reproduce the SynCom growth profile (Fig. S4A) and provide predictions of metabolite fluxes as a function of time (Fig. S4B-C, see Methods for more details). The model predicted that during the early phases of growth, TCA cycle intermediates pyruvate, fumarate, and succinate are exchanged, with 3H11 providing fumarate, and receiving pyruvate and succinate in return (Fig. S4C). We explored the predicted impact of blocking one or more of these exchanges, given no evidence of transporters for these metabolites, and found that blocking pyruvate and succinate exchange lead to the exchange of leucine (Fig. S4C). Although it was unclear if either of these scenarios was more plausible than the other, the predicted exchange of succinate and fumarate was consistent with the upregulation of multiple genes associated with the interconversion of these metabolites by 3H11 in SynCom (e.g. *sdhC*/*frC* and *sdhD*/*frD*). Collectively, the gene expression analysis provided support for the hypothesis that 3H11 is the primary reducer of NO and N_2_O and identified potentially additional mechanisms of metabolic interplay contributing to the improved growth characteristics of the SynCom.

### Proteomics analysis of the SynCom supports the dominant role of 3H11 across varied NO_3_^−^ concentrations and reveals global physiological adaptations

We investigated the consequence of environmental context on the composition and functional dynamics of the SynCom, by performing mass spectrometry-based proteomic profiling across two separate experiments in which we varied initial co-culture conditions, including NO_3_^−^ concentrations (1–40 mM NO_3_^−^, 50% 3H11) and community compositions (10 mM NO_3_^−^, 5–98% 3H11) (Fig. S5). We found that regardless of the ratio of the two organisms in the inoculum, abundance of unique peptides (Fig. S5C) revealed that at steady state the SynCom composition converged to ~65% 3H11 and ~ 35% R12 (Fig. 4A), which was consistent with the kinetic model-predicted dominant role of 3H11 (Fig. 2C) [46].

Altogether, 36% of the variance in abundance profiles of 2401 SynCom proteins was captured by variation in NO_3_^−^ concentration of the growth medium (*r* = −0.94, *P* < 10^−6^; Fig. 4B). In fact, abundance changes in nearly half of the proteome (1105 proteins) were significantly correlated with NO_3_^−^ concentration (*r* ≤ 0.5 or *r* ≥ 0.5 and *q* < 0.05; Fig. 4C). Globally, protein abundance changes were also significantly influenced by initial community composition, which showed moderate correlations with PC1 and PC2 (*r* = 0.58, *P* < 10^−6^; *r* = 0.32, *P* = 0.011 for PC1 and PC2 respectively; Fig. 4B). Changes in abundance of 206 proteins were significantly correlated with community composition (*r* ≤ 0.5 or *r* ≥ 0.5 and *q* < 0.05). Broadly, most proteins correlated with NO_3_^−^ concentration and community compositions were from specific pathways and processes, including energy metabolism, central carbon metabolism, and amino acid metabolism (Fig. 4C).

Abundance patterns in denitrification pathway enzymes suggested that both R12 and 3H11 have distinct regulatory schemes that benefit overall growth characteristics of the SynCom across a range of NO_3_^−^ concentrations (Fig. 4D). For instance, the inverse correlation of 3H11 NarG protein abundance and NO_3_^−^ levels suggests that regulation of this enzyme is highly sensitive to repression by NO_2_^−^. By contrast, expression of R12 NarG was upregulated by low concentrations of NO_3_^−^ (<10 mM), but was repressed at concentrations >10 mM, also likely due to NO_2_^−^ accumulation. The abundance of R12 NirK was significantly correlated with NO_3_^−^ concentration, suggesting that its expression was activated by and proportional to NO_2_^−^ levels. Together these patterns suggest regulatory mechanisms that balance activities of NarG and NirK to limit the accumulation of NO_2_^−^ in the SynCom. Trends in NorB were opposite for R12 and 3H11; abundance of NorB increased for 3H11 and decreased for R12 as a function of NO_3_^−^. Additionally, 3H11 NosZ abundance decreased with NO_3_^−^ (Fig. 4D). Less pronounced but similar trends were observed for NarG and NirK across variation in community composition (Fig. 4E). The decrease in NorB and NosZ with increase in the initial abundance of 3H11 (Fig. 4E) is likely due to NO_2_^−^ toxicity, since the rate of production of NO_2_^−^ by 3H11 exceeds its reduction by R12. Thus, correspondence in trends between NarG and NirK across conditions suggested that NO_2_^−^ accumulation resulted from an increase in NO_3_^−^ concentration as well as an increase in the proportion of 3H11 in the initial composition of the SynCom.

Protein abundance patterns across multiple pathways showed opposite trends between 3H11 and R12 (Supplementary Table S2). For instance, whereas 40 of the 67 central carbon metabolism enzymes in R12 that were assayed were negatively correlated with NO_3_^−^, 68 of 87 enzymes in the corresponding pathways in 3H11 were positively correlated with NO_3_^−^ (Fig. 4F, Supplementary Table S2). Similar anti-correlated trends in protein abundance changes in 3H11 and R12 were also observed with respect to initial community composition (e.g. proteins of TCA and glyoxylate cycles). Collectively these trends in protein abundance changes suggest that 3H11 outcompeted R12 for substrates (i.e. acetate, NO_3_^−^, and NO) with competition for substrates becoming more pronounced with increase in relative proportion of 3H11 in the inoculum, as well as with higher concentrations of NO_3_^−^ (Fig. 4G). Alternatively, these trends may suggest that key metabolic processes, such as amino acid biosynthesis pathways (Supplementary Table S2), were partitioned across the two organisms, complementing each other's nutritional needs and capabilities. For instance, although four enzymes of methionine biosynthesis in R12 were downregulated with increasing NO_3_^−^ concentration, a methionine importer, MetQ, was upregulated (*r* = 0.7, *P* < 10^−6^). This regulation in R12 was likely mediated at the transcriptional level by MetJ, a putative repressor of methionine biosynthesis, which was upregulated with increased NO_3_^−^ (*r* = 0.53, *P* = 5.6x10^−5^). By contrast, enzymes of methionine biosynthesis in 3H11 were upregulated with increased NO_3_^−^ concentration (*r* > 0.5, *P* < 10^−6^ for MetE, MetH, and MetY). These trends suggested that methionine biosynthesis in 3H11 was complementing the nutritional need of this amino acid in R12. The NO_3_^−^ -induced shifts in abundance of enzymes of amino acid metabolism in both R12 and 3H11 was consistent with corresponding mRNA level changes indicating that much of this regulation was mediated at the transcriptional level. Thus, the proteomics analysis supported conclusions from transcriptomics analysis regarding the role of process partitioning and interplay of varied metabolic processes, including denitrification, central carbon metabolism, and amino acid metabolism, in enhancing growth characteristics of the SynCom.

### Nitrite accumulation drives nitrous oxide emissions across variation in initial nitrate concentration and community composition

We investigated how variation in abiotic factors (specifically, NO_3_^−^ concentration) and biotic properties (specifically, community composition) impact N_2_O emissions. We measured the steady state levels of N_2_O in SynCom cultures across a range of initial NO_3_^−^ concentrations (1 mM vs 40 mM) and community composition (3H11:R12 ratio of 5%:95% vs 98%:2%). We expected that extremes in community composition and NO_3_^−^ concentration might result in differences in community phenotype and N_2_O production/consumption. We anticipated N_2_O accumulation at higher concentrations of NO_3_^−^. At high NO_3_^−^ concentrations acetate would be exhausted before NO_3_^−^ could be completely reduced to N_2,_ given that earlier steps in the pathway (e.g. NO_3_^−^ and NO_2_^−^ reduction) are prioritized by the SynCom. Consistent with this hypothesis, N_2_O accumulation was proportional to initial NO_3_^−^_._ However, the observed accumulation of N_2_O at 20 mM NO_3_^−^ was well below the 30 mM threshold predicted by stoichiometry to become limiting. In addition, we were surprised to find that N_2_O also increased with increasing proportions of 3H11 in the inoculum, despite its role as the primary N_2_O reducer in the SynCom (Fig. 5A). Together these findings suggested a more complex interplay between 3H11 and R12 underlies the dynamics of denitrification by the SynCom.

To characterize possible mechanisms responsible for accumulation of N_2_O by the SynCom, we examined associations between N_2_O concentration and protein abundance across all conditions. We identified 13 proteins that were positively correlated with N_2_O levels across NO_3_^−^ concentrations and community composition (*r* ≥ 0.5 and *q* < 0.05) and 12 proteins with abundance changes that were negatively correlated (*r* ≤ −0.5 and *q* < 0.05). Proteins that were positively correlated with N_2_O were largely from R12 (10 of 13) and of unknown function (6 of 10). The four R12 proteins with predicted functions were NirK, an iron transporter, Bfr (bacterioferritin), and Ahr (alcohol/geraniol dehydrogenase). The three 3H11 proteins that were positively correlated with N_2_O were associated with central carbon and amino acid metabolism and included AceB, GlcB (malate synthase), Ddl (D-alanine-D-alanine ligase), and ilvH, ilvN (acetolactate synthase). In contrast, proteins with abundance changes negatively correlated with N_2_O levels were primarily from 3H11 (10 of 12) and related to energy metabolism (7 of 10). Two of the seven energy metabolism proteins were cytochromes, although the rest were from the denitrification pathway, including two copies of NarG, NarH, NosZ, NosR (a transcriptional regulator of NosZ) and PhasZ (PHB depolymerase; Fig. 5B).

Using a multiple linear regression framework, we investigated the ability of protein abundances within specific pathways to predict observed final N_2_O levels (Fig. 5C, see Methods for additional details). As expected, protein abundances within the N metabolism pathway had the best performance in predicting final N_2_O levels (out of sample *R*^2^ = 0.53). The patterns of correlations between the abundance of denitrification enzymes in the two organisms and N_2_O (e.g. positive correlation of R12 NirK and negative correlation of 3H11 NosZ), suggested that NO_2_^−^ toxicity might be the driver of N_2_O emissions in the SynCom. This hypothesis was supported by the strong correlation between both maximum concentration and cumulative (i.e. area under the curve [AUC]) levels of NO_2_^−^ predicted by the kinetic model, and the observed final N_2_O levels for each experimental context (i.e. initial NO_3_^−^ levels and community composition). Relationships between final N_2_O levels and both predicted NO_2_^−^ metrics identified an inflection point which likely corresponds to the concentration at which NO_2_^−^ became toxic, inhibiting process partitioning between the two organisms, which ultimately manifested in increased N_2_O emissions (Fig. 5D). This inflection point for N_2_O production occurred at ~7.5 mM NO_2_^−^, which was in line with the observation that growth of 3H11 monocultures were completely inhibited at NO_2_^−^ concentrations >5 mM (Fig. 2A, Fig. S1).

To better understand the factors governing NO_2_^−^ accumulation we leveraged the SynCom kinetic model. We predicted the total amount of NO_2_^−^ produced by the SynCom across a range of initial co-culture conditions, community compositions (0.1–99.9% 3H11) and NO_3_^−^ concentrations (1–30 mM). This analysis revealed that NO_3_^−^ concentration and community composition had non-linear effects on the accumulation of NO_2_^−^ to a level that would result in N_2_O off gassing through growth inhibition of 3H11. Together our findings demonstrate that during process partitioning of denitrification, N_2_O production ("off gassing") is primarily driven by NO_2_^−^ toxicity, which manifests from a complex interplay of environmental context and community composition.

## Discussion

Our findings demonstrate how two ecologically relevant partial denitrifiers cooperate as a SynCom to perform complete denitrification (Fig. 1) and how differences in mechanisms of pathway partitioning (i.e. exchange of specific metabolites) and kinetics of substrate utilization by individual members can manifest in distinct emergent phenotypes of a microbial community (Fig. 2). Specifically, we discovered four key mechanisms that contributed to the overall improvement in growth dynamics of the SynCom. First, the fast rate of 3H11-mediated reduction of NO_3_^−^ into NO_2_^−^ promoted growth of R12, a finding supported by evidence that monocultures of R12 grew better on NO_2_^−^, relative to NO_3_^−^, with a shorter lag phase and increased growth rate (Fig. 2A and S1). Second, by consuming NO_2_^−^, R12 facilitated increased biomass of 3H11, based on evidence that 3H11 was severely growth inhibited due to accumulation of NO_2_^−^ when grown as a monoculture (Fig. S1), but not in a SynCom context wherein NO_2_^−^ levels increased transiently and returned to undetectable levels (Fig. 2C and S4E). Third, the exchange of NO (instead of N_2_O) from R12 to 3H11 turned out to be a critical model-enabled discovery (Fig. 2C and S2), which was supported by the subsequent observation that 3H11 *norB* was significantly upregulated in the SynCom context (Fig. 3E). Although we did not explore the role of O_2_ on community phenotype in this study, we expect that in the presence of O_2_, NO would shift from being beneficial for 3H11 to being deleterious [48]. Finally, the finding that N_2_O can itself serve as a source of energy and biomass for 3H11 added evidence for a fourth mechanism for synergistic improvement in specific growth rate of the SynCom (Fig. S1C). Collectively, the four mechanisms incorporated into a kinetic model explained how interplay between the two isolates improved overall growth characteristics of the SynCom (Fig. 2C and S2).

Although we note the natural variation in denitrification kinetics that can be achieved by environmental isolates and communities, our findings are consistent with the principle of inter-enzyme competition as described previously [21]. The observed increase in specific growth rate as well as the increased rate of NO_3_^−^ reduction of the SynCom relative to R12 and 3H11 monocultures (Fig. 1E, F, S3C), suggests that inter-enzyme competition was reduced in the SynCom context. We observed that R12 monocultures do not accumulate NO_2_^−^ and can grow with significantly reduced lag time and higher growth rates on NO_2_^−^ relative to NO_3_^−^ (Figs. 1E and 2A). This is in contrast to the strain of *Pseudomonas stutzeri* used previously to characterize the phenomena of inter-enzyme competition, which favors NO_3_^−^ reduction and thus accumulates NO_2_^−^ [21]. This suggests that the R12 *Rhodanobacter* has evolved a balance between NarG and NirK, or between these enzymes and other rate limiting steps such as NO_3_^−^ transport, that favors reduction of NO_2_^−^ over NO_3_^−^.

*Rhodanobacter* spp. dominate microbial communities within groundwater associated with low pH and high NO_3_^−^ in regions of the ORR, including the specific site where R12 was isolated [9, 49, 50]. Thus, the groundwater conditions at ORR might provide a selection pressure that favors the balance in NO_3_^−^ and NO_2_^−^ reduction achieved by R12 and possibly other *Rhodanobacter* spp. However, we cannot rule out the possibility that the observed improvements in specific growth rate and NO_3_^−^ reduction rate was due to the alleviation of NO_2_^−^ toxicity. Indeed, N_2_O off gassing by the SynCom in certain contexts (i.e. high proportion of 3H11 and high NO_3_^−^) was largely attributed to the accumulation of NO_2_^−^ due to the increased rate of NO_3_^−^ reduction facilitated by 3H11, which effectively shifted the balance achieved by R12 toward NO_3_^−^ reduction (S3C). Thus, in addition to inter-enzyme competition, natural variation in denitrification kinetics of individual organisms and toxicity of intermediates are important factors that significantly influence composition and functional interactions within a microbial community across environmental contexts.

The kinetic theory of optimal pathway length provides another perspective, one which explains the prevalence of partial denitrifies among environmental isolates (Fig. 1A) and the observed differences 3H11 and R12 growth kinetics. Previous work demonstrated that for nitrification the observed division of labor between ammonia-oxidizing bacteria and nitrite-oxidizing bacteria could be explained by the kinetics of ATP production. Shorter pathways allow faster rates of ATP production, and thus higher growth rates albeit with lower overall ATP and biomass yield [51]. This tradeoff acts as a selection mechanism for specific pathway lengths in different growth environments. For bacteria growing planktonically, higher growth rates are favored, and thus shorter pathways would be expected, although in clonal clusters, such as biofilms, higher growth yield would be favored and would select for longer pathways. Given the similarities between the processes of denitrification and nitrification we expect denitrification pathway length to follow a similar trend. Indeed, the growth kinetics of 3H11 and R12 support this claim. In monoculture,3H11 performs fewer steps of denitrification than R12 and achieves much higher growth rates than R12 but lower overall biomass yield, in line with the kinetic theory of optimal pathway length. Although this provides a convenient explanation for the differences in monoculture growth kinetics, characterization of additional isolates with varying pathways compositions will be needed to confirm this conclusion as many other factors, such as intrinsic differences in enzyme kinetics, may explain our observations.

Our recognition of NO_2_^−^ accumulation as an important driver of N_2_O emissions also offers mechanistic understanding to environmental studies linking NO_2_^−^ with N_2_O emissions. Maharjan and Ventera showed that NO_2_^−^ accumulation was a major driver of N_2_O emissions across different N fertilizer regimes in an agricultural setting and found that mitigation of NO_2_^−^ accumulation reduced N_2_O emissions [52]. NO_2_^−^ has also been implicated in N_2_O emissions in the context of wastewater treatment, where free nitrous acid (HNO_2_) has been shown to drive emissions for denitrifying-enhanced biological phosphorus removal sludge via inhibition of N_2_O reduction [53]. In this context the authors point toward free HNO_2_ rather than NO_2_^−^ itself as the source of inhibition, thus implicating pH as an important factor for the link between NO_2_^−^ and N_2_O emissions in denitrifying communities. Therefore, although the inhibitory effects of NO_2_^−^ are well characterized and have been associated with N_2_O emission in other contexts, here using the 3H11-R12 SynCom we have uncovered how factors, such as NO_3_^−^ concentration, community composition, and substrate utilization kinetics, modulate partitioning of denitrification across a microbial community to drive NO_2_^−^ accumulation and N_2_O emissions.

Although the kinetic model provided a mechanistic explanation for improved growth characteristics of the SynCom, it also suggested that functional interactions between the two organisms extended beyond the core process of denitrification. Indeed, gene expression and proteomics analyses uncovered widespread complementary physiological changes across both organisms when they were grown as a SynCom (Figs. 3 and 4). Correlated protein level changes of enzymes of BCAA and histidine biosynthesis in 3H11 with corresponding changes in NO_3_^−^ and N_2_O levels suggested that upregulation of these pathways was likely governed by the availability of NO produced by R12. Upregulation of BCAA biosynthesis may contribute towards maintaining intracellular redox balance for 3H11 and R12, as reported previously in the purple non sulfur bacterium *Rhodospirillum rubrum* growing under photoheterotrophic conditions [54, 55]. Additionally, BCAAs may be used as energy storage molecules given their relatively high electron density compared to other amino acids or be exchanged and used support growth. Both the transcriptomics and proteomics data supported the relative importance of BCAA biosynthesis in the SynCom (Fig. 3 and 4). Furthermore, we found support for the exchange of at least one BCAA. Upregulation of leucine export by 3H11 and BCAA degradation genes by R12 (e.g. leucine dehydrogenase, and propionyl-CoA carboxylase) suggested exchange of leucine from 3H11 to R12. Similar trends in protein level changes were observed which suggested that methionine biosynthesis by 3H11 was likely leveraged by R12 through upregulation of uptake and degradation pathways. These observations collectively suggest that when growing in a SynCom context, R12 derives some of its nutritional needs from 3H11, which may be facilitated by coordinated upregulation of flagellar genes [56]. Consistent with these findings, simulations based on the genome scale metabolic model of the SynCom predicted that exchange of intermediates of central C metabolism and amino acids were needed to fit measured uptake and production rates of acetate, NO_3_^−^ and NO_2_^−^ (Fig. S4). In sum, multiomics profiling and model simulations suggested that synergistic improvement in growth characteristics of the SynCom was likely an outcome of process partitioning across both denitrification as well as other metabolic pathways, explaining why metabolite exchange is ubiquitous across natural microbial communities [57]. Future work should integrate kinetics of denitrification into metabolic models of monocultures and SynComs to better understand the dynamics of community metabolism and how it changes with growth context [58, 59]. This may allow us to better understand how changes in pH, temperature, dissolved oxygen, and other environmentally relevant factors influence cellular physiology, community cooperativity, and the production of N_2_O in natural ecosystems. In summary, our findings suggest that one strategy to mitigate N_2_O emissions in agricultural and wastewater settings is to minimize the accumulation of NO_2_^−^, by either adjusting the rates of NO_3_^−^ and NO_2_^−^ reduction (e.g. by increasing the relative abundance of NO_2_^−^ reducers in the community) or by reducing the input concentration of NO_3_^−^ in the system.

## Supplementary Material

Carr-Baliga-supplemental-table1_warf093

Carr-Baliga-supplemental-table2_warf093

Supplemental_Figures_warf093

## Data Availability

Data summary tables (e.g. growth and metabolite concentration data, processed transcriptomics and proteomics data, and metabolic model outputs) and code used for data analysis and figure generation can be found at Github at https://github.com/baliga-lab/3H11_R12_SynCom. Raw sequencing data used for the transcriptomics data was uploaded to NCBI GEO repository with the dataset identifier GSE272493. The generated mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD051979 [60].

# Supplementary material for: Emergence and disruption of cooperativity in a denitrifying microbial community
**Source:** ISME J. 2025 May 11;19(1):wraf093. doi: 10.1093/ismejo/wraf093
**Supplement:** Supplemental_Figures_warf093

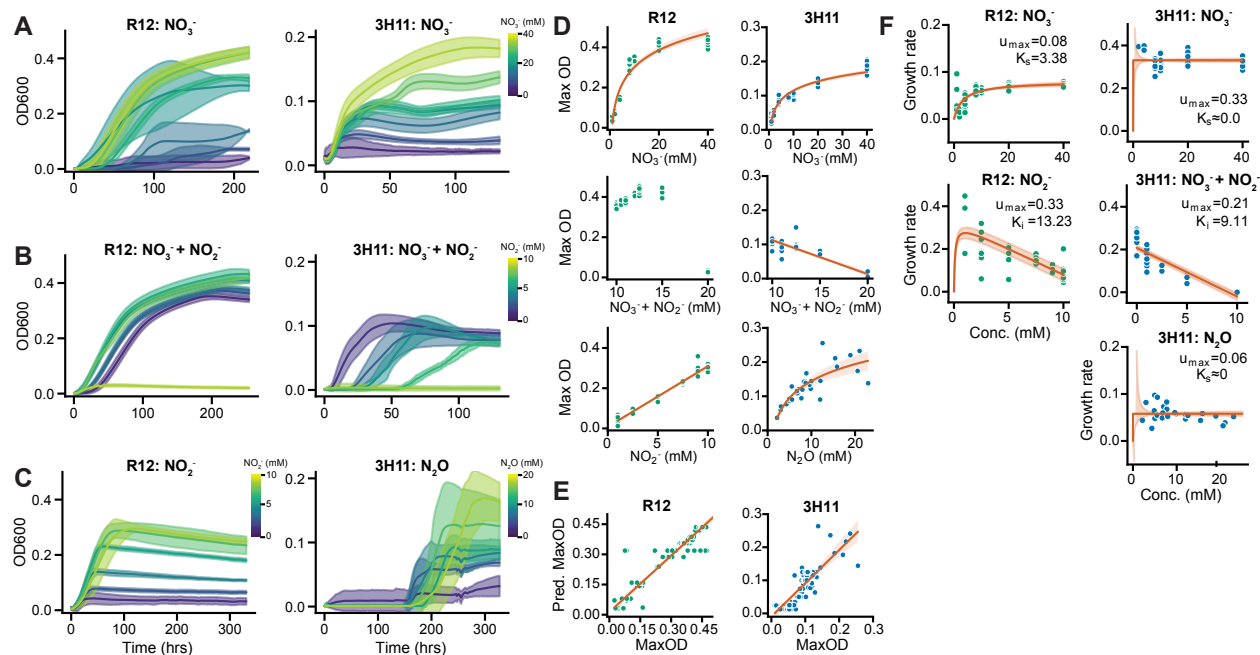

Supplemental figure 1. Growth characteristics of 3H11 and R12 across variation in substrate concentration. (A) Growth of R12 and 3H11 across variation in initial NO_3^- concentration. Trendlines display average trajectories across eight replicates and error bands display standard deviations. (B) Growth of R12 and 3H11 across variation in initial NO_2^- concentration supplemented with 10 mM NO_3^- . (C) Growth of R12 and 3H11 across variation in initial NO_2^- and N_2O concentration respectively. Trendlines display average growth trajectories across eight replicates and error bands display standard deviations. Trendlines are colored by respective substrate concentrations. (D) Maximum OD600 achieved by 3H11 and R12 across growth conditions as a function of substrate concentration. OLS linear or logarithmic fits to data are displayed with 95% confidence intervals where appropriate. (E) Predicted maximum OD600 vs measured maximum OD600 using multi-linear fit to linear portions of substrate vs maximum OD600 data. (F) Maximum growth rate as a function of substrate concentration across conditions for 3H11 and R12. Fits of Monod substrate kinetics or Monod product inhibition kinetics displayed with 95% confidence intervals and associated parameters.

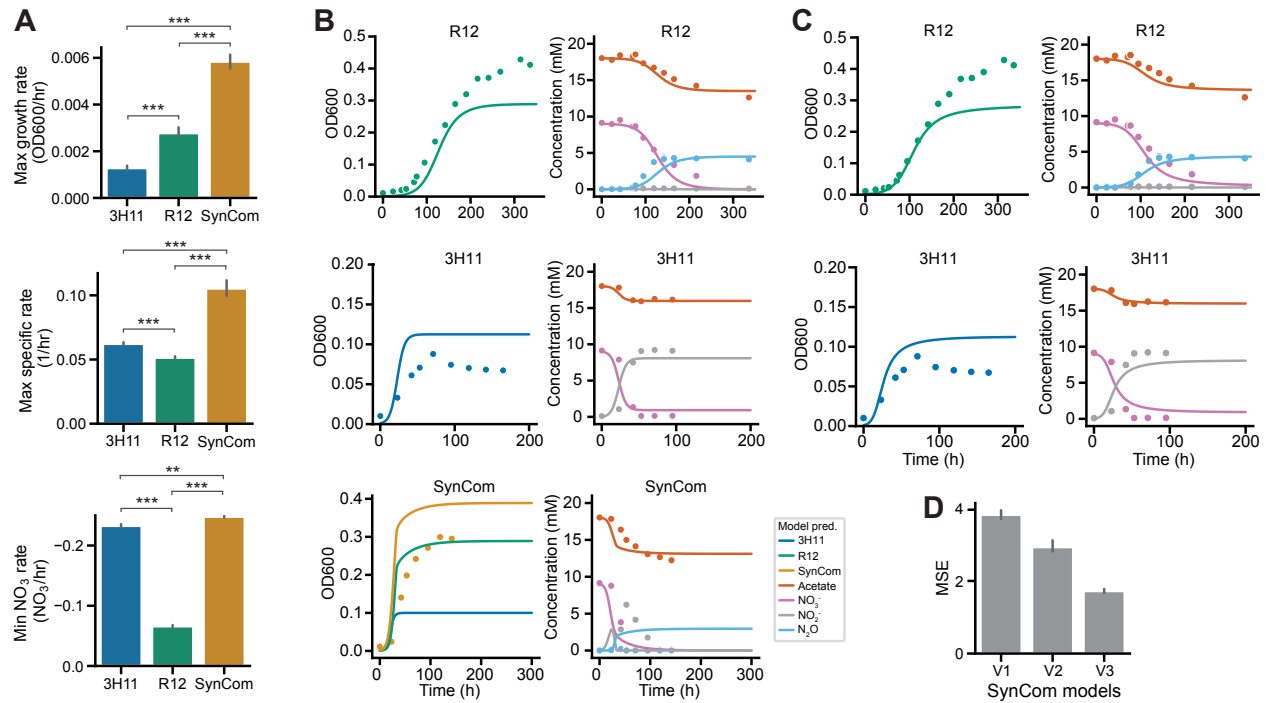

Supplemental figure 2. Kinetic modeling of individual monocultures and SynCom growth characteristics. (A) Comparison of monoculture and SynCom maximum growth rates, maximum specific rates and minimum NO_3^- rate from the transcriptomics growth data. (B) Predicted growth dynamics and associated data for initial kinetic model formulations for R12, 3H11 and the SynCom. (C) Updated growth dynamics predictions with models which included NO_3^- inhibition. Model predictions are represented using solid lines, data are averages across replicates and are represented using circular points. SynCom models assume NO_2^- and N_2O are exchanged. (D) Comparison of mean standard error (MSE) for three iterations of SynCom kinetic models. MSE computed across both growth and metabolite data. Bars indicate comparisons for which differences were significant using Welch's t-test. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$.

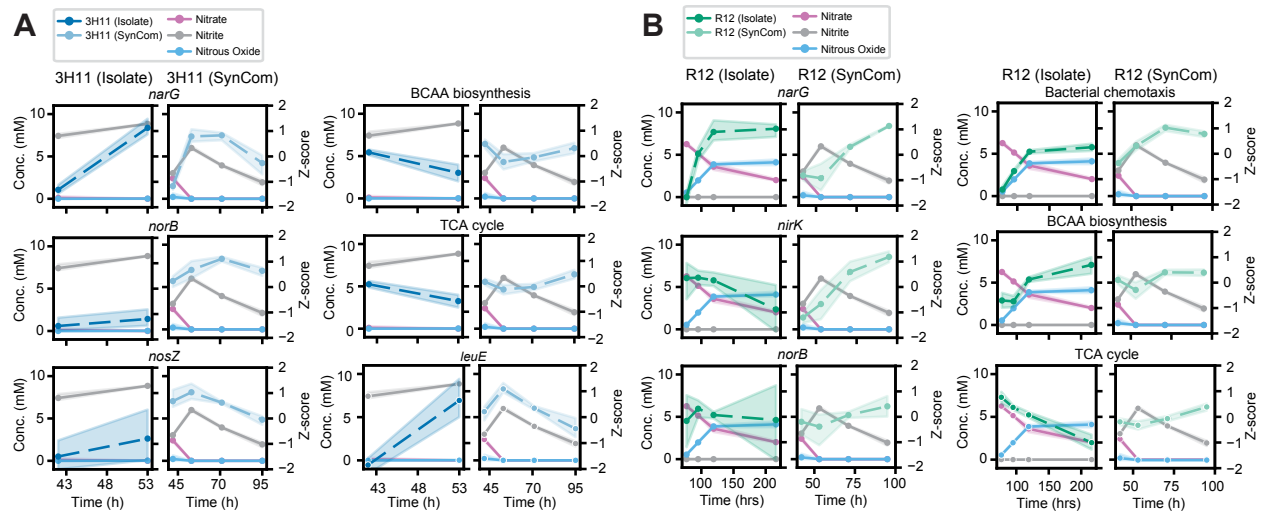

Supplemental figure 3. Time resolved expression dynamics of denitrification genes and select pathways. (A) 3H11 Expression dynamics for specific genes and pathways. **(B)** R12 Expression dynamics for specific genes and pathways. Points and trend lines represent averages of replicate samples in the case of genes and averages across genes and samples in the case of pathways. Error bands display standard deviations.

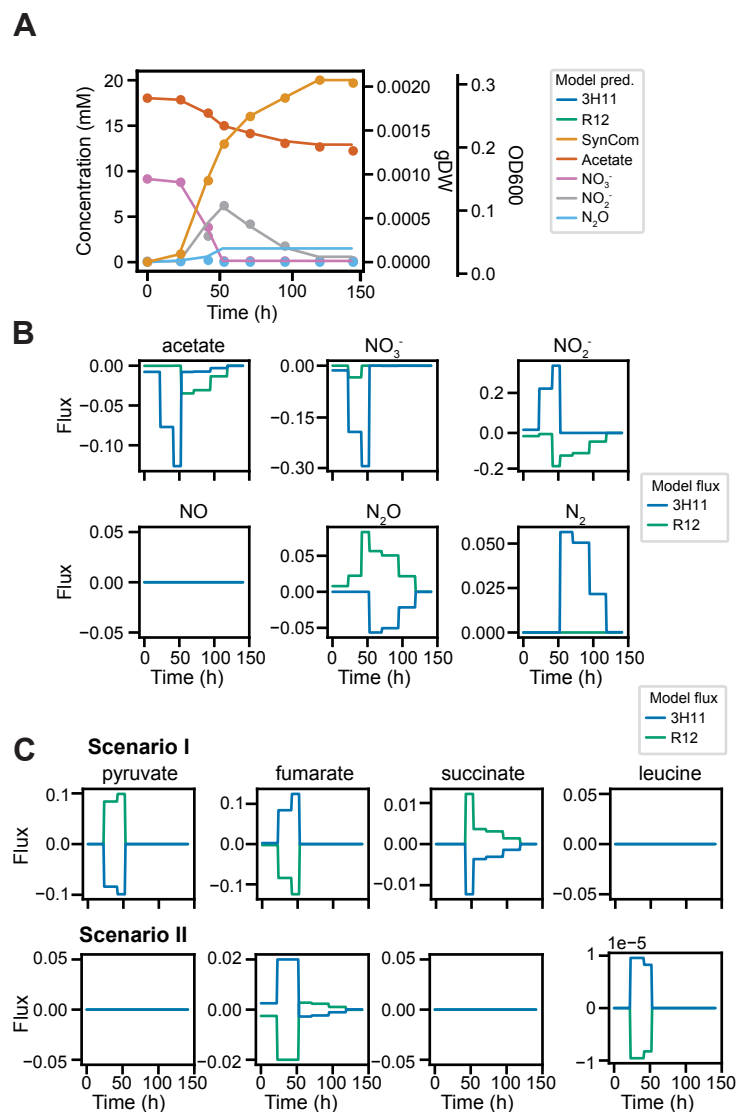

Supplemental figure 4. SynCom genome scale metabolic model predicts exchange of TCA cycle intermediates and leucine. (A) Genome scale metabolic model growth predictions and associated growth data used to constrain metabolite exchange fluxes. Acetate, NO_3^- , and NO_2^- consumption and production rates, calculated for each pair of time points, were used to constraints model predictions. Model predictions are displayed using solid lines and represent cumulative changes in biomass and concentrations resulting from fluxes at each time step. Data are averages across samples and are represented using circular points. **(B)** Representative predictions for acetate, NO_3^- , NO_2^- , NO, N_2O , and N_2 across all time steps. Contributions to total SynCom flux from 3H11 (blue) and R12 (green) are displayed. **(C)** Two possible exchange

scenarios predicted by the model are displayed. In scenario I 3H11 provides fumarate and receives both pyruvate and succinate, this is a model default. In scenario II, pyruvate and succinate are blocked which facilitates the exchange of leucine.

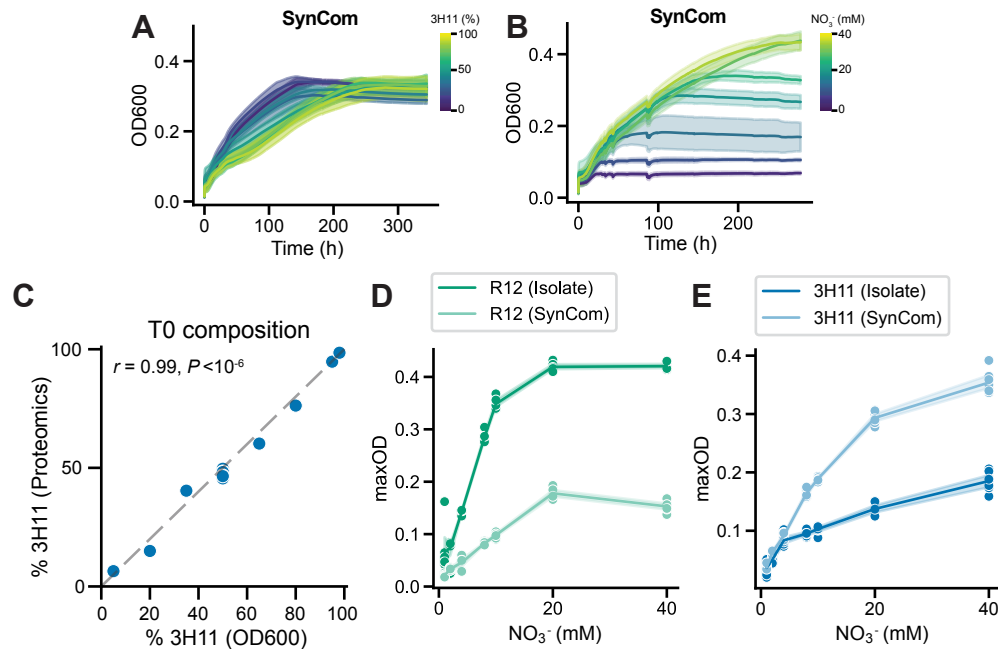

Supplemental figure 5. SynCom growth characteristics across variation in initial

community composition and NO_3^- concentration. **(A)** Growth of the SynCpm across variation in initial community composition (3H11 proportion). Trendlines display average trajectories across eight replicates and error bands display standard deviations. Trendlines are colored by 3H11 proportion. **(B)** Growth of the SynCpm across variation in initial NO_3^- concentrations. Trendlines display average trajectories across eight replicates and error bands display standard deviations. Trendlines are colored by NO_3^- concentration. **(C)** Correlation between inoculum 3H11 proportion estimated by OD600 and proteomics. Dashed line indicates a 1:1 relationship. **(D)** Comparison of maximum OD600 achieved by R12 in monoculture vs R12 in the SynCom as a function of NO_3^- concentration. **(E)** Comparison of maximum OD600 achieved by 3H11 in monoculture vs 3H11 in the SynCom as a function of NO_3^- concentration.

How the deposited data were processed for this re-analysis (not part of the article)

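RNA of R12 monocultures, 3H11 monocultures and the SynCom was sequenced at several times of growth, with 3 replicate cultures per condition and time. The authors prepared stranded, rRNA-depleted libraries, checked the reads with FastQC, trimmed them with Trimmomatic and quantified them with Kallisto against the joined genomes of R12 and 3H11; the paper's text gives no versions of these tools. The deposited values of each of the 39 libraries are estimated counts, TPM and feature lengths as Kallisto gives them, for 9173 features. The authors did not normalize the deposited estimated counts, of which 2.10% are not whole numbers (by more than 1e-06). The deposited TPM values are scaled by length and to 1 common total over both organisms together. Feature lengths were used only to describe the features with the highest counts, and 1 further value column belongs to no sample used.

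Conditions, hours and replicate letters were taken from the sample labels and the paper's figures. The growth-phase-matched comparisons were SynCom 42 h with R12 monoculture 77 h (T1), 53 h with 95 h (T2), 71 h with 119 h (T3) and 95 h with 216 h (T4), and for 3H11 SynCom 42 h with monoculture 42 h (T1) and 53 h with 53 h (T2). Groups that the paper does not report (3H11 monoculture 71 h and 95 h, SynCom 142 h) were fitted apart, with all groups of the organism. The change over time was compared between SynCom and monoculture by an interaction contrast, T4 minus T1 for R12 and T2 minus T1 for 3H11.

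Counts were rounded, split by organism, filtered with filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood, group as the only term) in R 4.3.3, with p adjusted by the Benjamini-Hochberg method. This left 3824 R12 features and 4857 3H11 features. DEGs had an absolute log2 fold change of at least 2 and an adjusted p under 0.01. The standard error of a log2 fold change was its size over the square root of the test's F. CPM are means ± SD over 3 libraries. Principal components and the comparison over all time points used log2 CPM with a prior count of 2, and the latter a permutation test with 100000 resamples. Other values per library were computed with Python 3.11.15. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1.

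Genes were named where a table or the text of the paper pairs an R12 identifier with a symbol. For each comparison the text names the genes that the paper names, the 8 genes with the largest increase and the 8 with the largest decrease (2 each for 3H11) among genes with an adjusted p under 0.01, a mean of at least 10 CPM and no overlap between the groups, as far as the text has room, and up to 4 members of each gene list by adjusted p. The 26 lists hold genes of denitrification, BCAA biosynthesis, BCAA degradation, the TCA cycle, the glyoxylate shunt and acetate activation, motility and chemotaxis, type II secretion, the large and small subunit of the ribosome, ATP synthase, NADH dehydrogenase, terminal oxidases, fatty acid degradation, aminoacyl-tRNA synthetases, histidine metabolism, arginine biosynthesis, cysteine and methionine metabolism, chaperones and proteases, CRISPR-Cas, restriction-modification and toxin-antitoxin systems, RND efflux, TonB-dependent receptors, iron storage and oxidative stress, thiamine biosynthesis, nitrogen assimilation, and capsule and O-antigen sugars. List members that share a name are kept apart by their identifiers, and a gene with several annotations can be a member of several lists. Kallisto divides reads between near-identical genes, so values of such copies are uncertain. Because the tables could be read only in part, no enrichment or set test was run, and genes the paper names outside the readable parts (R12 *narG*, *norB* and *nosZ* and all 3H11 genes) have no values here.

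Depth per library, as lowest, median and highest total count of each group, was 11786093, 22115752 and 24292895 in the R12 monoculture at 77 h, 19953466, 23385761 and 29756463 at 95 h, 22748480, 23609192 and 35549421 at 119 h, and 24107050, 24724068 and 25190865 at 216 h. It was 26714037, 27242493 and 30709728 in the 3H11 monoculture at 42 h, 25961671, 32146374 and 39731987 at 53 h, 29236228, 29461674 and 35768577 at 71 h, and 32432959, 36208336 and 45166590 at 95 h. In the SynCom it was 20051268, 21140247 and 21507612 at 42 h, 19582930, 26630713 and 29677361 at 53 h, 23322851, 25746068 and 37928718 at 71 h, 25131589, 25626805 and 27335435 at 95 h, and 23171255, 24911244 and 28707320 at 142 h. The median over all libraries was 25746068.

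The tests were run first on simulated counts with 200 changed genes. Genes were called here at an adjusted p under 0.01 in the right direction, without the fold threshold of DEGs. Of 100 genes changed 4-fold, 99 were called at R12 T1 and 100 at T4, and 100 at 3H11 T1 and 95 at T2. Of 100 genes changed 8-fold, 100 were called in each. The median absolute log2 fold change of the genes changed 4-fold lay between 1.96 and 2.00, so many of them fall short of the DEG threshold of 2. False calls numbered 0 at T1 and 2 at T4 in simulations of 3794 and 3789 R12 genes, and 4 at T1 and 2 at T2 in simulations of 4254 and 4331 3H11 genes.

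The DEG counts, gene lists and single genes were recomputed with RLE scaling, with total counts alone, with DESeq2 1.42.0 over the same libraries, with the replicate letter as a block, and without each library in turn, and the counts and lists also with no filter. The DEG counts of T1 to T4 were also recomputed with edgeR over all groups, a mean of at least 50 counts, both organisms in 1 fit, without the 10 most abundant or the dominant features, with libraries thinned to the smallest total, and with other thresholds, and the medians of the ribosomal protein genes with both organisms in 1 fit and without these features. The shares of 3H11 in SynCom counts were recomputed without these features too. The DEG counts of T1 to T4 and the single genes were recomputed with DESeq2 and edgeR over the 6 libraries of a comparison. Single genes were also tested with limma 3.58.1 on log2(TPM + 1), with TPM rescaled within the organism. No library was left out of the results given at the claims.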

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

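The tests that left out a SynCom 53 h library, compared scalings of the ribosomal protein genes and compared read ratios in the 3H11 monocultures were chosen only after these results were seen.

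In 3H11, DEGs numbered 420 at T2 and 79 at T1, and 315 genes differed between SynCom and monoculture in their change from 42 h to 53 h (208 higher in the SynCom, 107 lower). With the 42 h libraries thinned to the depth of the 53 h libraries outside the dominant features, T1 gave 65 DEGs. Thinning removes counts and could hardly raise the number of DEGs, so this test cannot decide whether lower depth plays a part. T2 gave 426 without SynCom 53 h replicate C, the library with the fewest such counts, so that library alone does not account for the number at T2. A candidate explanation is a larger change of the monoculture with time: 651 genes passed the DEG thresholds between 42 h and 53 h in the monoculture (267 higher at 53 h, 384 lower) and 173 in the SynCom, a ratio of 3.76. What changed in the monoculture between these times was not tested. The changes within the cultures come from the same libraries as the interaction, so they describe it and give no separate support. The SynCom 53 h libraries differ widely, from 51409 to 2967885 3H11 counts outside the dominant features. Such spread can also lower the SynCom number, and the ratio was not recomputed without replicate C. Among 50 splits of the libraries within the time points, 5 gave an interaction count as large as 315 (highest other 434). A split that keeps the real grouping at T1 or T2 carries its difference into the interaction, so this test cannot decide on chance, which is not excluded. The numbers of higher and lower genes were 161 and 165 with RLE scaling, 156 and 177 with DESeq2, and 9 and 3 with total counts alone.

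In R12, 705 genes differed between SynCom and monoculture in their change from T1 to T4 (471 higher in the SynCom, 234 lower). With total counts alone these were 376 and 26. Only 1 of 50 splits within the time points, the real one, was as large (highest other 420). These splits mix the cultures at each time point, and one that keeps the real grouping at T1 or T4 carries its difference into the interaction. They therefore cannot exclude chance for the interaction. All 27 and 19 named ribosomal protein genes of the large and small subunit are among the 471, being lower in the SynCom at T1 and higher at T4. The scaling between libraries does not account for the reversal, since the median over the 46 ribosomal protein genes nearest to 0 under any other scaling tried was −1.93. With total counts alone, 0 of the 27 and 0 of the 19 falls at T1 passed an adjusted p under 0.01 from edgeR, and 25 and 17 passed an unadjusted p under 0.05. A candidate explanation is a fall over time in the monoculture, where the median changed by −3.07 from 77 h to 216 h (from −4.07 to −1.07 over the genes), against 1.22 in the SynCom from 42 h to 95 h. This fall is a part of the interaction, from the same libraries, so it describes the pattern and gives no separate support. The cultures also differ in age at matched time points, which the design keeps together with the presence of the partner.

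In the 3H11 monocultures at 71 h and 95 h, which the paper does not report, 0.508% and 0.446% of the counts were assigned to R12, against 0.033% at 42 h and 0.089% at 53 h. Reads of 3H11 assigned to R12 by the pseudoalignment do not account for this, since the ratio of R12 to 3H11 counts outside the dominant features was 120.7 times the highest ratio at 42 h in the lowest library. The fall of 3H11 counts outside these features, from at least 5339916 at 42 h to at most 297951 at 71 h and 95 h, also raises this ratio; as a share of all counts, the lowest was 0.189% at 71 h and 95 h and the highest 0.049% at 42 h. RNA of R12 in these samples, from cells or from other libraries, stays open: the correlation with the R12 profile of the SynCom at 95 h was 0.787 of that of a thinned SynCom library in the lowest of the 6 libraries and 0.827 in the highest, where at least 0.8 in each had been set as the mark. The same measure ran from 0.810 to 0.895 at 42 h and from 0.765 to 0.825 at 53 h, so it does not tell the late libraries from those with few R12 counts. No biological explanation was tested.

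Against the same 3H11 monocultures, 943 genes were DEGs at 71 h (589 higher in the SynCom, 354 lower). At 95 h there were 1370 (1008 higher, 362 lower; 839 and 449 with RLE scaling, 766 and 519 with DESeq2). With total counts alone 4687 genes were higher at 71 h, and at 95 h 4762 were higher and 1 lower, as the median over all genes moved from 0.37 to 5.41 and from 1.26 to 6.84. From SynCom 95 h to 142 h, a time the paper does not report, 418 R12 genes changed past the DEG thresholds (206 higher at 142 h, 212 lower; 9 and 3683 with total counts alone). For 3H11 the same comparison gave 1225 genes (710 higher, 515 lower; 152 and 1598 with total counts alone). The libraries also differ in content. The dominant features took 99.3% and 99.5% of 3H11 counts in the monocultures at 71 h and 95 h, where 836 to 1945 and 614 to 1047 features held at least 10 counts, against 85.5% and 84.6% in the SynCom, and 97.5% of R12 counts in the SynCom at 142 h against 45.5% at 95 h. What part of these gene counts follows from this was not tested. Each of these 4 comparisons has 10 splits of its 6 libraries, too few for a share under 0.05; the highest count of another split was 0 in each.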

How the results depend on the processing

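The settings without the dominant features, without SynCom 53 h replicates B and C, and with replicate C left out when other comparisons were refitted were chosen after the result was seen. Total numbers of DEGs stayed within 1.5 times under RLE scaling, DESeq2, either fit over the 6 libraries of a comparison, a fit over all groups, other filters, thinning, the replicate block, and without any 1 library, but not the numbers higher or lower. Among these, R12 genes higher at T2 went from 29 to 51 without SynCom 53 h replicate A and to 15 without replicate B, those higher at T3 from 15 to 7 without monoculture 119 h replicate A, and 3H11 genes lower at T1 from 28 to 18 with a mean of at least 50 counts. With 1 library left out, DEGs ran from 142 to 161 for R12 at T1, from 43 to 84 at T2, from 22 to 33 at T3, from 326 to 394 at T4 and from 439 to 499 in any, and for 3H11 from 68 to 77 at T1, from 362 to 499 at T2 and from 428 to 560 in any. Depth is low in SynCom 53 h replicate C, which holds few counts outside the dominant features, and without it T2 gave 57 DEGs for R12 (55 of the 59) and 426 for 3H11 (399 of the 420). Where a value moved, the cause was not tested, apart from thresholds, whose own construction sets the number.

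Among values of single genes, DESeq2 kept the call and direction of 134 and changed the call of 1, and leaving out 1 library kept 808 and changed 2. Total counts alone kept 48, ended the call of 74 and turned 13, and limma on log2(TPM + 1) kept 39, ended 80, added 1 (*fumA* at T2) and turned 15.

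With total counts alone, DEGs numbered 41 for R12 at T1, 3 at T3 and 588 at T4, 402 for the R12 interaction, 3692 for R12 from SynCom 95 h to 142 h, 23 for 3H11 at T1, 12 for the 3H11 interaction, 4687 at 71 h and 4763 at 95 h. Falls at T1 numbered 0 for BCAA degradation, the TCA cycle, arginine biosynthesis, cysteine and methionine metabolism, both ribosomal subunits, aminoacyl-tRNA synthetases, NADH dehydrogenase, ATP synthase and chaperones at an adjusted p under 0.01 from edgeR (1, 1, 0, 1, 25, 17, 2, 0, 0 and 9 at an unadjusted p under 0.05, and 6, 13, 6, 15, 27, 19, 18, 8, 5 and 10 with DESeq2). Rises numbered 0 for the glyoxylate shunt and motility and 1 for nitrogen assimilation at T1 (2, 1 and 3; 4, 10 and 6 with DESeq2), and 0 for BCAA biosynthesis at T3 (0; 5 with DESeq2). Falls at T4 numbered 0 for BCAA biosynthesis, the glyoxylate shunt, motility, nitrogen assimilation and chaperones (2, 1, 0, 1 and 1; 11, 4, 8, 6 and 11 with DESeq2). Rises at T4 numbered 4 for BCAA degradation, 9 for the TCA cycle, 3 for arginine and 7 for cysteine and methionine. At T4, values turned to 0.072 for *amt*, 0.73 and 0.68 for *acs*, 0.24 for *pilB* (*gspE*), 0.45 for *groEL*, 0.66 and 0.26 for *TC.HAE1*, 0.33 for *fumC*, 0.017 for *alaA*, 0.38 for *glnG* (FW510-R12_contig_1_116), 0.57 for *mdtA*, 0.22 for *cas1* and 0.13 for *bfr*. *nirK* over all time points had 0.21 and no longer passed the test.

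With limma on log2(TPM + 1), *pilA* turned to −3.52 and *acs* to −1.45 at T2. At T4, *amt* turned to 0.23, *acs* to 0.59 and 0.42, *mcp* to 0.12, *pilB* (*gspE*) to 0.31, *groEL* to 0.12, *TC.HAE1* to 0.50 and 0.53, *gltB* to 1.12, *glnG* to 0.36, *mdtA* to 0.41, *cas1* to 0.63 and *hipA* to 0.46. *nirK* over all time points had 0.39 and no longer passed the test. In the edgeR fit without T4, *nirK* over the other time points turned to −0.35.

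With both organisms in 1 fit, R12 had 870 DEGs at T1, 19 at T3 and 1049 in any, and 3H11 had 143 at T1. With no fold threshold, R12 had 2200, 608, 612 and 2662 at T1 to T4 and 3268 in any, and 3H11 had 460 and 1588 at T1 and T2 and 1836 in any. With a fold threshold of 1 and an adjusted p under 0.05, R12 had 787, 240, 170 and 1310 and 1657 in any, and 3H11 had 354, 1623 and 1802. Without SynCom 53 h replicates B and C, R12 at T2 had 38 (10 higher, 28 lower). Without the 10 most abundant features, R12 at T1 had 78 higher and 72 lower. Over the 6 libraries alone, edgeR gave 16 higher and 29 lower for R12 at T2 and 160 and 129 for 3H11 at T2, and DESeq2 gave 129 and 155 for the latter. Rises of BCAA biosynthesis at T3 ran from 2 to 8 with 1 library left out.

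The share of 3H11 in SynCom RNA was 71.6% at 42 h without the dominant features. Without the 10 most abundant features it was 57.2% at 53 h, 39.3% at 71 h, 32.8% at 95 h and 83.5% at 142 h, and without the dominant features 55.8%, 37.9%, 31.5% and 83.0%. As a share of TPM it was 60.0% at 71 h, 51.5% at 95 h and 75.4% at 142 h. Without Z-scores, PC1 and PC2 carried 50.4% and 23.2% for R12, and PC1 38.9% for 3H11.

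Replicate letters did not pair the samples: deviations from the group means correlated over 0.1 in 2 of 18 pairs with the same letter (from −0.13 to 0.24), and 10 of 36 samples correlated best with their own letter. With the letter as a replicate block, DEGs numbered 149, 59, 31 and 349 for R12 at T1 to T4 and 454 in any, and 71 and 404 for 3H11 at T1 and T2 and 462 in any, and the block changed no other call of a named result.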

Differences from the paper's values

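The paper's count of 3H11 DEGs in any comparison is 321, and the value here is 482. The paper's methods name DESeq2 with pairwise comparisons. DESeq2 over the 6 libraries of each comparison is the alternative nearest to that description. Of 32 alternatives set before the data were examined, 12 came within 1.5 times of the paper's count: DESeq2 over the 6 libraries of each comparison (345), edgeR over these 6 libraries (347), a mean of at least 50 counts (395), the replicate block (462), leaving out the 10 most abundant features (479), edgeR over all groups (481), and 6 of those that leave out 1 library (428 to 481). The other 20 did not. The value of 482 lies just past 1.5 times the paper's count, so alternatives such as 479 and 481 crossed that mark by moving little.

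For R12 *nirK* at T4 the paper's log2 fold change is 2.62 and the value here is 1.88, while the difference of the gene's Z-scores is 2.62 here and in Supplementary Table 1. None of the 13 alternatives removed the difference on the log2 scale; their values ran from 1.84 to 3.48.

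At T3, R12 genes lower in the SynCom numbered 16, against about 10 in Fig. 3C, read by eye. Of 20 alternatives, 7 came within 1.5 times of the paper's value, some of them by moving little: a mean of at least 50 counts (15), libraries thinned to the smallest total (13), and 5 that leave out 1 library (12 to 15). The other 13, among them DESeq2 over the 6 libraries (18), did not.

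3H11 genes higher in the SynCom at T2 numbered 275, against about 130 in Fig. 3C, read by eye. Of 20 alternatives, 3 came within 1.5 times of the paper's value: DESeq2 over the 6 libraries (129), edgeR over the 6 libraries (160) and both organisms in 1 fit (136). The other 17 did not. DESeq2 over the 6 libraries is nearest to the method the paper describes, so the difference may come from the tool and the fit used here.

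PC2 of R12 carried 27.8% of the variance, against about 18% in Fig. 3B, read by eye. Of 2 alternatives, the one without Z-scores (23.2%) came within 1.5 times, and the other prior count (28.8%) did not.

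The highest depth in the paper's text is 15 M reads per sample, and the highest total of estimated counts here is 45.2 M, in a 3H11 monoculture at 95 h, which is not among the paper's samples. Among its samples the highest total is 39731987. No alternative bears on this value.

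The paper states that both species raised BCAA biosynthesis in the SynCom. Of the 14 R12 genes that could be named, 12, 10 and 5 rose at T1, T2 and T3, and 10 fell at T4, counted without a fold threshold. It also states that BCAA degradation genes of R12 were raised in the SynCom. Of the 17 such genes that could be named, 4 rose and 7 fell at T1, and 8 rose and 4 fell at T4. At T2, 1 rose and 5 fell, and at T3 2 rose and 2 fell. *pccA*, of the propionyl-CoA carboxylase that the paper names as an example, had −0.73 at T1, 0.49 at T3 and 2.36 at T4, the direction the paper states at the latter times.

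Motility genes of R12, with *che*, *flg* and *fli* genes and *pilA* among them, are described as raised in the SynCom. The 17 that could be named here belong mainly to type IV pili and hold no *flg* or *fli* gene, so they are not the paper's set. Counted without a fold threshold, 9 of these 17 rose at T1 and 4 at T3, while at T4 6 rose and 7 fell, with *pilA* at 1.21 at T1 and −1.30 at T4.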

Other observations

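The shares without the dominant features were chosen only after the result was seen.

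The machinery of protein synthesis in R12 was lower in the SynCom at T1 and higher at T4. All 27 named genes of the large ribosomal subunit and all 19 of the small subunit fell at T1 and rose at T4 (the same when adjusted over the list alone), with median log2 fold changes of −2.06 and −2.09 at T1 and 1.99 and 2.35 at T4. *rplC* stood at 156 ± 32.8 CPM in the SynCom and 958 ± 138 CPM in monoculture at T1 (SD, n = 3 each), and at 513 ± 94.5 and 59.1 ± 3.08 CPM at T4. Of 19 genes of aminoacyl-tRNA synthetases, 18 fell at T1 and 16 rose at T4 (the same over the list alone); *pheS*, of phenylalanyl-tRNA synthetase, had 2.90 at T4. At T2, 9 and 5 ribosomal protein genes of the large and small subunit fell (13 and 5 over the list alone). With total counts alone, 0 of these 27, 19 and 18 falls at T1 passed an adjusted p under 0.01 from edgeR, but 25, 17 and 2 passed an unadjusted p under 0.05 and 27, 19 and 18 passed with DESeq2, and the medians were −1.91, −1.95 and −0.80.

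All 8 genes of NADH dehydrogenase fell at T1 and rose at T4 (the same over the list alone), as for *nuoB* with −0.99 and 2.21. Of 9 genes of ATP synthase, 5 fell at T1 and 9 rose at T4 (the same over the list alone), and *atpA* had 2.11 at T4. From T1 to T4 the median of ATP synthase changed by −3.30 in the monoculture and by −0.51 in the SynCom. Chaperones and proteases were lower at both ends: 11 of 12 fell at T1 and 11 fell at T4 (the same over the list alone). *dnaK* had −1.95 and −2.18, and *groEL* (FW510-R12_contig_1_332) −2.27 and −0.65, the latter 0.45 with total counts alone. The protease gene *lon* was the 1 gene that rose at T4 (1.00). With total counts alone, the falls at T1 numbered 0 for NADH dehydrogenase, ATP synthase and chaperones (0, 0 and 9 at an unadjusted p under 0.05; 8, 5 and 10 with DESeq2), and those of chaperones at T4 numbered 0 (1; 11 with DESeq2).

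Other R12 lists changed in part. Over all 3824 R12 genes, 1079 rose and 1121 fell at T1, and 1295 rose and 1367 fell at T4. Most genes thus changed at both times, and a list does not stand out only because most of its members changed. TonB-dependent receptors and their energy coupling had 9 rises and 6 falls among 20 at T1 and 8 and 10 at T4, with *tonB* (FW510-R12_contig_1_6, also annotated *K07126*) at 1403 ± 301 against 244 ± 21.0 CPM at T4 and *exbB* (also annotated *tolQ*) at 2.50. Among 8 RND efflux genes, 6 changed at T1 and 5 at T4, most of them falls, as for *mdtA* with −1.45 at T1 and −0.53 at T4 (0.57 with total counts alone). The *TC.HAE1* genes annotated as *mdtB* or *mdtC* had −0.67, −0.42, −0.53 and −0.10 at T1 (FW510-R12_contig_1_143, FW510-R12_contig_1_144, FW510-R12_contig_1_517 and FW510-R12_contig_1_518) and −0.20, −0.44, −0.24 and −0.83 at T4, where the second and last values turned to 0.66 and 0.26 with total counts alone. Of 15 genes of capsule and O-antigen sugars, 9 changed at T1 and 11 at T4, and *ascD* had −0.73 and 1.36. Of 9 genes of iron storage and oxidative stress, 7 changed at T1 (8 over the list alone) and 7 at T4, with *fur* at −1.27 at T1 and *bfr* (FW510-R12_contig_1_826) at −0.97 at T4 (0.13 with total counts alone). Of 22 genes of fatty acid degradation, 12 changed at T1 (10 over the list alone) and 14 at T4, and *gcdH* had −1.54 and 2.47. Of 28 genes of restriction-modification and toxin-antitoxin systems, 17 changed at T1 and 16 at T4 (15 over the list alone), and *hipA* (FW510-R12_contig_1_535) had −1.16 at T4 (0.46 with limma on log2(TPM + 1)). Of 7 CRISPR-Cas genes, 4 changed at T1 and 2 at T4; *cas1* (FW510-R12_contig_1_534) had 1.28 and −0.88, the latter 0.22 with total counts alone. Of 8 genes of terminal oxidases, 6 changed at T1 and 3 at T4, and *ccoP* (FW510-R12_contig_1_514) had −1.37 and 1.64. Of 6 genes of histidine metabolism, 6 changed at T1 and 2 at T4, and *hutH* had −1.15 and 1.02. Of 12 genes of type II secretion, 4 changed at T1 (3 over the list alone) and 8 at T4, and *gspE* (also annotated *pilB*, FW510-R12_contig_1_377) had 0.29 and −0.85, the latter 0.24 with total counts alone. Of 11 genes of thiamine biosynthesis, 3 changed at T1 (1 over the list alone) and 4 at T4, and *iscS* had 1.33 at T4. Of the 2 denitrification genes, 1 changed at each of T1 and T4. Counts adjusted over the list alone are the same where none is given.

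In SynCom RNA, 3H11 took 76.1 ± 2.93% of the counts at 42 h (SD, n = 3), 80.1 ± 3.27% at 53 h, 68.3 ± 2.13% at 71 h, 61.9 ± 0.46% at 95 h and 71.7 ± 3.65% at 142 h. Without the dominant features the shares were 71.6%, 55.8%, 37.9%, 31.5% and 83.0%, so that R12 held most of the counts at 71 h and 95 h, and 3H11 had its highest share at 142 h. The dominant features hold 4 features of 1529 nt and 4 of 2879 nt in 3H11, and 2 of 1541 nt and 2 of 2880 nt in R12, with the same counts within each length. These are lengths of rRNA genes, so the shares of all counts could be largely those of rRNA left after depletion, which was not tested because the features carry no names. On the shares of all counts, exact two-sided permutation tests between the 10 pairs of times gave p = 0.1, the smallest that 3 against 3 allow, for 7 of them (adjusted p = 0.143), so none passed 0.05.

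For the comparisons at the claims, 10 splits of the 6 libraries of each are too few for a share under 0.05. The real counts were 149, 59, 31 and 350 for R12 at T1 to T4 and 79 and 420 for 3H11 at T1 and T2, and the highest count of another split was 0 for R12 at T1 to T4 and for 3H11 at T1, and 28 for 3H11 at T2. Over 50 splits within the time points, 1 (the real one) gave as many DEGs in any comparison as the 456 of R12 (highest other 353) and 1 as many as the 482 of 3H11 (highest other 405). This share is under 0.05 and the lowest that 50 splits can give, so chance is unlikely for both but not excluded.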
